# Conditional ablation of the prorenin receptor in nephron progenitor cells results in developmental programming of hypertension

**DOI:** 10.14814/phy2.13644

**Published:** 2018-04-02

**Authors:** Renfang Song, Laura Kidd, Adam Janssen, Ihor V. Yosypiv

**Keywords:** Developmental programming, hypertension, kidney development, nephrogenesis, nephron progenitor cells, prorenin receptor

## Abstract

Nephron induction during kidney development is driven by reciprocal interactions between progenitor cells (NPCs) of the cap mesenchyme (CM) and the ureteric bud (UB). The prorenin receptor (PRR) is a receptor for renin and prorenin, and an accessory subunit of the vacuolar proton pump V‐ATPase. Previously, we demonstrated that conditional ablation of the *PRR* in Six2^+^ NPCs in mice (*Six2* ^PRR^ ^−/−^) causes early neonatal death. Here, we identified genes that are regulated by PRR in Six2^+^ NPCs FACS‐isolated from *Six2* ^PRR^ ^−/−^ and control kidneys on embryonic day E15.5 using whole‐genome expression analysis. Seven genes with expression in CM cells previously shown to direct kidney development, including *Notch1*,* β*‐catenin, *Lef1, Lhx1, Jag1, and p53,* were downregulated. The functional groups within the downregulated gene set included genes involved in embryonic and cellular development, renal regeneration, cellular assembly and organization, cell morphology, death and survival. Double‐transgenic *Six2* ^PRR^ ^−/−^/*BatGal* ^+^ mice, a reporter strain for *β*‐catenin transcriptional activity, showed decreased *β*‐catenin activity in the UB in vivo. Reduced *PRR* gene dosage in heterozygous *Six2* ^PRR^ ^+/−^ mice was associated with decreased glomerular number, segmental thickening of the glomerular basement membrane with focal podocyte foot process effacement, development of hypertension and increased soluble PRR (sPRR) levels in the urine at 2 months of age. Together, these data demonstrate that NPC PRR performs essential functions during nephrogenesis *via* control of hierarchy of genes that regulate critical cellular processes. Both reduced nephron endowment and augmented urine sPRR likely contribute to programming of hypertension in *Six2* ^PRR^ ^+/−^ mice.

## Introduction

Mammalian kidney development is driven by reciprocal inductive interactions between self‐renewing Six2^+^;Cited1^+^ nephron progenitor cells (NPCs) of the cap mesenchyme (CM) and progenitor cells in the adjacent tips of the ureteric bud (UB) (Kobayashi et al. 2008). NPCs give rise to all segments of the mature nephron from the glomerulus to the connecting tubule (Little and McMahon 2012). NPCs have a limited lifespan and are depleted around 36 weeks of gestation in humans and postnatal day 3 in mice, leading to cessation of nephrogenesis (Hinchliffe et al. 1991). Premature cessation of nephrogenesis results in reduced nephron number and is associated with renal hypoplasia, proteinuria, susceptibility to subsequent hypertension and chronic kidney disease (Brenner et al. 1988; Barker et al. 1989; Bertram et al. 2011). Thus, understanding the mechanisms that determine final nephron number might facilitate prevention of kidney and associated cardiovascular disease.

The prorenin receptor (PRR) is a receptor for prorenin and renin encoded by the *ATP6AP2* (*ATPase‐associated protein2)* gene (subsequently referred to as *PRR*) located on the X chromosome in humans (Nguyen et al. 2002). PRR is also an accessory protein of the vacuolar proton pump V‐ATPase (Ludwig et al. 1998). Global *PRR* knockout is lethal in mice, indicating an essential role of the PRR in embryonic development (Sihn et al. 2013; Song et al. 2016). In humans, *PRR* mutations are associated with a high blood pressure, left ventricular hypertrophy, and X‐linked mental retardation (Ramser et al. 2005; Hirose et al. 2009, 2011; Reidy and Rosenblum 2009). Previously, we demonstrated that nephron progenitor PRR is critical for normal kidney development and function. *PRR* ablation in Six2^+^ NPCs of the CM results in a marked decrease in the number of developing nephrons at birth and early postnatal death (Song et al. 2016). However, the transcriptome downstream of the nephron progenitor PRR and the role of PRR in programming of blood pressure have not been previously defined.

In this study, we: (1) Identified genes that are regulated by PRR in Six2^+^ NPCs using a whole‐genome expression analysis of RNA in Six2^+^cells FACS‐isolated from *Six2* ^PRR−/−^ (*Mut*) mice on embryonic day E15.5 and conducted gene ontology analysis to identify functional groups of differentially expressed genes; (2) Tested the hypothesis that reduced *PRR* gene dosage in heterozygous *Six2* ^PRR+/−^ mice (*Het*) is associated with development of hypertension during later life; and (3) Tested the hypothesis that soluble PRR (sPRR), PRR cleavage product generated subcellularly and secreted into the plasma and urine, can contribute to BP programming in *Het* mice. Our data demonstrate that NPC PRR performs essential functions during nephrogenesis *via* control of hierarchy of genes that regulate critical cellular processes. Both reduced nephron endowment and augmented urine sPRR likely contribute to programming of hypertension in *Het* mice.

## Materials and Methods

### Conditional deletion of *PRR* from nephron progenitors

*PRR*‐floxed mice were provided by Dr. Atsuhiro Ichihara (Keio University, Tokyo, Japan) (Oshima et al. 2011). To delete *PRR* conditionally in the CM and its epithelial derivatives, we used the *Six2GFPCre TGC* transgenic mice, which drives Cre expression in nephron progenitors (Kobayashi et al. 2008), and a floxed allele of the *PRR*. The resulting *Six2* ^Cre+^/*PRR* ^flox/flox^ mice represent nephron progenitor‐specific *PRR*‐knockout mice (*Mut*) (Terada et al. 2017). Control mice consisted of *Six2* ^Cre+^/*PRR* ^+/+^ littermates (*WT*). Mice were housed at the animal care facility at Tulane University at 25°C with a 12 h light/dark cycle. Animals were fed a commercial diet (Double M feed Garden & Pet, lab rodent diet 5053, ) and tap water. All experiments involving mice were approved by Tulane Institutional Animal Care and Use Committee.

### Fluorescence‐Activated Cell Sorting

E15.5 kidneys from *Mut* and *WT* mice which express GFP in Cre^+^ cells were digested in collagenase A (25 mg/10 mL PBS) and pancreatin (100 mg/10 mL PBS) at 37°C for 15 min, dissociated by repetitive pipetting and resuspended in PBS containing 2% FBS and 10 mmol/L EDTA. The resuspended cells were filtered through 40 *μ*m nylon cell membrane (BD Falcon) and kept on ice until Fluorescence‐Activated Cell Sorting (FACS). The GFP^+^ cells were isolated using FACS Vantage and data were subsequently analyzed with Diva software v.5.02 (Becton Dickinson). RNA was isolated using Absolutely RNA Nanoprep kit (Stratagene). qRT‐PCR was performed to validate elimination of *PRR* in FACS‐isolated *Six2* ^Cre+^ cells and revealed a 72% decrease in PRR mRNA levels in Six2^+^ NPCs FACS‐isolated from *Mut* compared with *WT* kidneys (0.28 ± 0.001 vs. 1.0 ± 0, *P *< 0.001) (Fig. 1).

**Figure 1:**
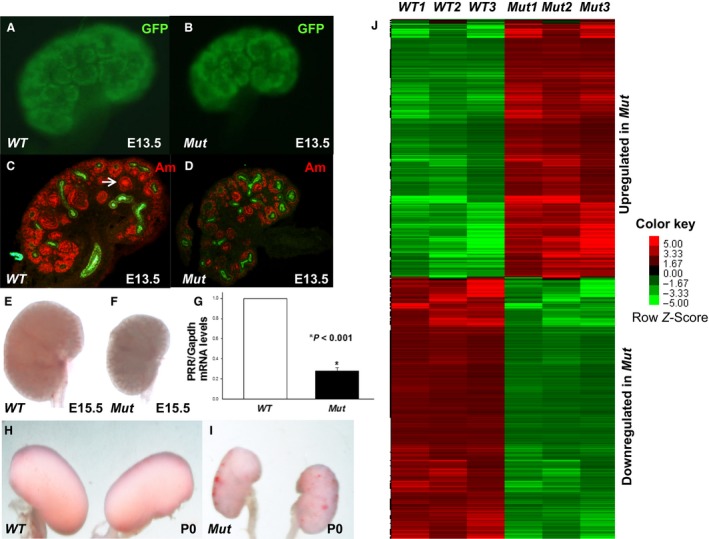
Mutant (*Mut*) kidneys are smaller than control (*WT*) kidneys and demonstrate abnormal gene regulation. (A,B): GFP immunofluorescence in E13.5 WT (A) and Mut (B) kidneys. C,D: Immunofluorescence for nephron differentiation marker amphyphisin (Am, red) on E13.5. In *WT* kidney, amphiphysin (red) staining is found in the renal vesicles (white arrow) and throughout the nephron progenitors in the nephrogenic zone (C). *Mut* kidney is smaller, has reduced amphiphysin staining and decreased formation of renal vesicles (D). Pancytokeratin (green) labels ureteric bud. (E,F) Gross images of E15.5 *Mut* and *WT* kidneys selected for microarray analysis show that *Mut* kidney (F) is smaller. (G) Bar graph shows reduced *PRR* mRNA levels in Six2^+^ cells FACS‐isolated from E15.5 *Mut* compared to *WT* kidneys. (H, I) Gross images of P0 *Mut* and *WT* kidneys show that *Mut* kidneys (*I*) are smaller in size. (J) Gene expression differs between Six2^+^ cells FACS‐isolated from *WT* and *Mut* kidneys on E15.5. Expression values of differentially regulated genes (*P* < 0.05) are shown in this heatmap, with red indicating higher expression and green lower expression. FACS, fluorescence‐activated cell sorting.

### Microarray and gene ontology analysis

*Six2* ^Cre+^ cells FACS‐isolated from mutant and control kidneys were divided into two random pools (mutant: *n* = 3; control: *n* = 3 pools) consisting of 10 kidneys each. Isolated RNA was hybridized to Agilent mouse GE4X44K gene expression microarray. Hybridization, scanning, and analysis were done by a core facility of the Tulane Cancer Center. Microarray data of biological triplicates of *WT* and *Mut* FACS‐isolated cells that pass QC parameters were normalized and analyzed using GeneSpring GX (Agilent, US) 12.0 software. The Benjamini‐Hochberg correction for multiple testing was applied to the set of *P* values generated for the probe coefficients, and probes with adjusted *P* < 0.05 and fold change values of >1.5 and <1.5 were determined to be statistically significant. Molecular pathway analyses were performed by Ingenuity Pathway Analysis (IPA) version 7.1 (Redwood City, CA). Microarray data are available at GEO under accession number GSE101460.

### Quantitative real‐time reverse‐transcription polymerase chain reaction (RT‐PCR)

SYBR Green quantitative real‐time RT‐PCR was conducted using MxPro QPCR software (Stratagene). The quantity of each target mRNA expression was normalized by that of GAPDH mRNA expression. RNA samples from each pool were analyzed in triplicates. PCR reaction was performed twice.

### Blood pressure measurement

Conscious tail‐cuff mean (MAP), systolic and diastolic arterial blood pressure was measured in *Six2* ^PRR+/−^ (*Het*,* n* = 3) and control *Six2* ^PRR+/+^ (*WT*,* n* = 4) mice at 2 months of age (P60) using a Visitech BP2000 system (Visitech Systems, Apex, NC). After 3 days of animal conditioning training, three consecutive cycles (10 recordings/mouse/cycle) of blood pressure readings were obtained on same day. Mean blood pressure values were calculated per each animal and used for statistical analysis.

### Measurement of plasma and urine soluble PRR (sPRR)

Urine and plasma sPRR levels were measured on P60 by enzyme‐linked immunosorbent assay (ELISA) kit according to the manufactures’ instruction (IBL American, # JP27782).

### Electron microscopy, histopathology, and immunohistochemistry

P60 *Het* and *WT* kidney tissues stored in 3% glutaraldehyde were processed and embedded by the Department of Pathology, Tulane University. Ultimately, 60 nm sections were cut and imaged using a Hitachi H‐7100 electron microscope. Glomerular number was counted in Het and WT kidneys on P60 from 3 consecutive H&E‐stained sections/kidney adjacent to the longitudinal midplane (*n* = 3 kidneys/genotype). E13.5‐E15.5 4‐*μ*m kidney sections from *Mut* and *WT* mice were processed for immunofluorescence using anti‐amphiphysin (ProteinTech, 1:200), anti‐active *β*‐catenin (ABC, Millipore, 1:400, anti‐Lotus Tetragonolobus Lectin (LTL) (1:400, Vector Laboratories), and anti‐cytokeratin (1:200, Sigma) antibodies. Immunostaining was performed by the immunoperoxidase technique with Vectastain Elite kit (Vector Laboratories, Burlingame, CA). Secondary antibodies were detected with Alexa Fluor dyes (Invitrogen). Specificity of immunostaining was documented by the omission of the primary antibody.

### *β*‐catenin‐dependent transcriptional activation in *BatGa*l^+^ mice

*Mut* or *WT* mice were crossed with *BatGal* ^+^ mice. *BatGal* ^+^ transgenic mice are a reporter strain which drives expression of nuclear *β*‐galactosidase (BatGal) under the control of multimerized LEF/TCF‐binding sites (Maretto et al. 2003). For *β*‐gal staining of whole kidneys, E13.5 kidneys (*n* = 3 kidneys/genotype) were fixed for 60 min in 0.2% Glutaraldehyde, 5 mmol/L EGTA, and 2 mmol/L MgCl_2_ in 0.1 mol/L phosphate buffer, pH 7.5 on ice, rinsed for 15 min in 0.02% Igepal, 0.01% Sodium Deoxycholate, and 2 mM MgCl_2_ in 0.1 mol/L phosphate buffer, pH 7.5, and stained by immersion in 1 mg/mL *β*‐gal solution at 37°C in the dark. Reaction was stopped by washing the kidneys with PBS. 14 *μ*m midplane frozen sections of E14.5 kidneys (*n* = 3 kidneys/genotype) were stained for *β*‐gal (1 mg/mL) at 37°C for 2 h in the dark, fixed for 30 min with 4% PFA, rinsed with water and counterstained with Eosin for 10 min. The intensity of kidney whole mount or kidney section *β*‐gal staining was assessed visually in a blinded fashion. The number of *β*‐gal positive cells per cortical area of kidney section (*n* = 3 sections per kidney/genotype) was counted.

### In situ hybridization

Section In situ hybridization (ISH) was performed on E13.5 *Mut* and *WT* kidneys as previously described (Song et al. 2016). Two embryonic kidneys per group were examined.

### Statistics

Statistical analyses were carried out upon all biologic replicates with Student's *t* test or a one‐way ANOVA, followed by Bonferroni test. Data are presented as Mean ± SEM. A *P* < 0.05 was considered statistically significant.

## Results

### Effect of PRR deficiency in Six2^+^ nephron progenitors on Six2^+^ cell transcriptome

Previously, we demonstrated that mice with conditional deletion of *PRR* in the Six2^+^ nephron progenitors have a marked decrease in the number of developing nephrons and small cystic kidneys at birth, and early postnatal death (Song et al. 2016). 

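Transcript levels were measured on 4 dual-colour Agilent whole mouse genome arrays, each with 45018 spots, of which 43379 were not controls and held 41174 probes. On 3 of them the RNA of a *Mut* pool, labelled with Cy3 (green), was hybridized together with the RNA of a *WT* pool, labelled with Cy5 (red), so that *Mut* pools 1, 2 and 3 were each paired with the *WT* pool of the same number on arrays 1, 2 and 3. The fourth array, which the paper does not describe, held *WT* pool 1 in Cy5 and *WT* pool 2 in Cy3 and is called the *WT* vs *WT* array. All arrays lay on 1 slide. On arrays 1 to 3 the dyes were never exchanged, so genotype and dye coincide. The authors deposited the scanner output of Agilent Feature Extraction, which holds the intensity of each spot and of its local background and the log10 ratio of red to green after background subtraction and dye normalization. The values computed in GeneSpring were not analysed here. From the median intensities, the background was corrected by normexp with an offset of 50, the log ratios were normalized by loess within each array, and the spots of a probe were averaged. Control spots and between 122 and 162 outlier spots per array were left out. In the *Mut* channel 46.3%, 45.1% and 49.5% of the probes were well above background on arrays 1, 2 and 3, and in the *WT* channel 54.1%, 56.1% and 58.3%. On the *WT* vs *WT* array these shares were 51.1% in Cy3 and 57.4% in Cy5, and 0 spots were saturated on any array. The log2 *Mut*/*WT* ratios of the 3 arrays were tested against 0 with limma at 41166 probes, with Benjamini-Hochberg adjustment, and the number of arrays limits the precision of every value. *Atp6ap2*, the gene of PRR, is held by 1 probe, whose log2 *Mut*/*WT* was -0.08, -0.19 and -0.25 on arrays 1, 2 and 3, a mean of -0.17 (SE 0.055, adjusted P = 0.0353, limma). On the *WT* vs *WT* array its log2 Cy3/Cy5 was -0.19, and with a dye term estimated from that array its log2 *Mut*/*WT* was 0.02. The level of this probe therefore did not tell the genotypes apart, and the direction of every ratio rests on the dye labels. Which part of the transcript the probe binds was not determined.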

Here, we investigated PRR‐directed transcriptome using whole‐genome‐based analysis of gene expression in Six2^+^ nephron progenitors FACS‐isolated from *Mut* and *WT* kidneys on E15.5. On E13.5, *Mut* kidneys are smaller than *WT* kidneys and demonstrate reduced expression of nephron differentiation marker amphiphysin (Fig. 1). On E15.5, *Mut* kidneys remain smaller than controls and demonstrate abnormal gene regulation in NPCs (Fig. 1). Analysis of the microarray data by hierarchical cluster analysis revealed a low level of variability among biological replicates (Fig. 1). 

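Across 41166 probes, the log2 *Mut*/*WT* ratios of arrays 1 and 2 had a Pearson correlation of 0.849, those of arrays 1 and 3 of 0.724 and those of arrays 2 and 3 of 0.738 (Spearman 0.726, 0.652 and 0.663). Probes are not independent replicates, so no P value is given. The mean of the 3 Pearson correlations was 0.770, and the setting that moved it most, centring each array on its median in place of loess, gave 0.496. With the *WT* vs *WT* array, which holds no difference of genotype, the log ratios of arrays 1, 2 and 3 correlated at 0.398, 0.435 and 0.450. After quantile normalization of the average signal between arrays (limma's Aquantile), the *WT* pools in Cy5 on arrays 1 to 3 differed from each other by more than 1.5-fold at 51 to 57 probes. The *Mut* pools in Cy3 differed at 106 probes between pools 1 and 2, at 193 between pools 2 and 3 and at 370 between pools 1 and 3. Between *Mut* and *WT* of the same array, 1604, 916 and 549 probes differed by more than 1.5-fold on arrays 1, 2 and 3, and 39 between both pools of the *WT* vs *WT* array. Hierarchical clustering of the 6 channels of arrays 1 to 3 (Pearson distance, average linkage) parted the *WT* from the *Mut* pools. When both channels of the *WT* vs *WT* array were added, the first division of the 8 channels over all probes set *Mut* pools 1 and 2 apart from all other channels, *Mut* pool 3 included. *WT* pool 1, measured in Cy5 on array 1 and again on the *WT* vs *WT* array, differed between these arrays by more than 1.5-fold at 397 probes.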

Of the ~44,000 transcripts represented on the GE4X44K array, data analysis identified 4255 (10.2%) differentially expressed genes [2129 (5.1%) upregulated, 2126 (5.1%) downregulated] (>1.5‐fold change, *P* < 0.05) (Fig. 2). 

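At a Benjamini-Hochberg adjusted P under 0.05 and a fold change over 1.5 (limma), 827 of 41166 probes (2.01%) were differentially expressed. Of these, 228 (0.554%) were higher and 599 (1.46%) lower in *Mut*, and the probes with a gene symbol covered 76 genes that were higher and 474 that were lower. Of the probes that were higher, 227 were well above background in the *WT* channel on all 3 arrays, and of the probes that were lower, 568 were well above background in the *Mut* channel on all 3 arrays and 10 on none. The fold minimum removed most of the probes past the adjusted P, since 12189 probes passed it without the minimum. The count also depended on the background correction. With the log ratios that the authors deposited in place of normexp and loess, 2705 probes were called, 1489 higher and 1216 lower. With normexp without its offset of 50, limma called 0 probes, although 1348 higher and 2178 lower probes passed 1.5-fold at an unadjusted P under 0.05. The methods' *t*-test on the log ratios of the main setting called 693 probes at an unadjusted P under 0.05 and 0 after Benjamini-Hochberg adjustment. A dye term for each probe, estimated from the *WT* vs *WT* array, left 323 calls, 146 higher and 177 lower. Compared with *WT* pool 2 in the same dye on the *WT* vs *WT* array, the mean of the *Mut* pools kept its direction at 528 of the 599 lower and 198 of the 228 higher probes, and was more than 1.5-fold lower at 83 and more than 1.5-fold higher at 5 of them. From its own lists of up- and downregulated genes and their functional categories, the paper proposes that PRR controls the expression of genes involved in nephrogenesis and kidney development.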

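*Hoxb8*, *Mpst*, *Cmtm4*, *Mdfi*, *Aph1a*, *Atg4b*, *Stk32a* and *Gpc2* (Table 1) are each given by their probe with the highest mean signal. Of these 8 genes 7 were lower in *Mut*, and 5 passed the adjusted P and 1.5-fold, both over all probes and adjusted over the list alone, which is not independent evidence since the list was chosen on these arrays. For *Hoxb8*, *Mpst*, *Mdfi*, *Stk32a* and *Gpc2* the *Mut* channel was not well above background on any array, so that only a bound can be given, set from the mean normalized *WT* signal against the higher of the dimmest signal above background and the probe's own signal. For these 5 genes the probe's own signal was the higher, so the bound equals the fitted fold change, holds for these normalized values only, and is open to dye bias. In the main setting the fitted fall in *Mut* was 3.19-fold for *Hoxb8* (adjusted P = 4.11e-08, limma) and 3.62-fold for *Mpst* (adjusted P = 7.92e-09). It was 2.31-fold for *Mdfi* (adjusted P = 6.11e-07), 2.31-fold for *Gpc2* (adjusted P = 1.42e-06) and 1.66-fold for *Stk32a* (adjusted P = 6.16e-06). These values are not a minimum over the other settings. With the dye term the fitted fold changes were smaller, -2.79 for *Hoxb8*, -3.17 for *Mpst*, -2.20 for *Mdfi*, -1.97 for *Gpc2* and -1.65 for *Stk32a*, and *Hoxb8* was at -2.99 without array 3. *Aph1a* was at -0.57 on the log2 scale and *Atg4b* at -0.24, short of 1.5-fold, while another probe of each, with the *Mut* channel not well above background on any array, passed the threshold at -0.83 and -0.78. Without array 3, where it was at -0.18, the brighter probe of *Aph1a* passed as well, at -0.76. The brighter probe of *Cmtm4* showed no difference beyond its error, with a log2 *Mut*/*WT* of 0.02 (SE 0.051, adjusted P = 0.765), and its direction turned with the deposited log ratios (-0.05) and with a dye term (-0.02). Its other probe, with the *Mut* channel not well above background on any array, was lower on all 3 arrays, at -0.19 (adjusted P = 0.0168), short of 1.5-fold. The signal of *WT* pool 1 in Cy5 on the *WT* vs *WT* array lay nearer to the *Mut* than to the *WT* mean of arrays 1 to 3 for all 8 genes. For *Mpst* the normalized log2 signal was 8.54 in the *WT* channels of arrays 1 to 3, 6.69 in the *Mut* channels, and 6.60 and 6.41 in the *WT* channels of the *WT* vs *WT* array.

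**Figure D1:**
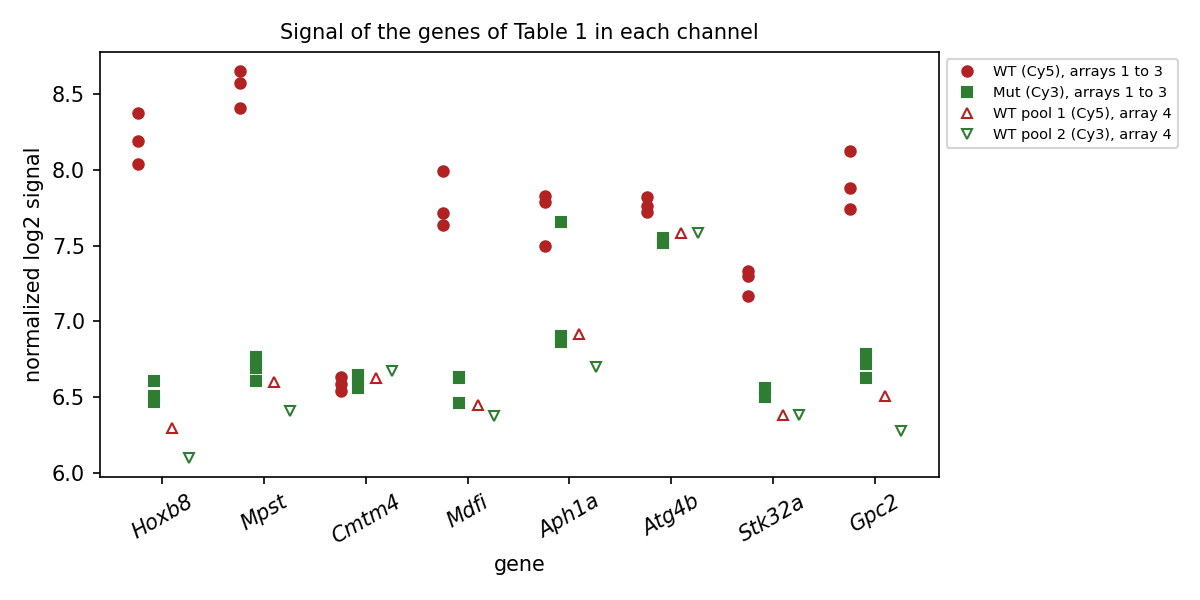
Normalized log2 signal (y axis) of 8 genes (x axis) in each channel of the 4 arrays. Filled circles are the *WT* pools and filled squares the *Mut* pools of arrays 1 to 3, and open triangles are the *WT* pools of the *WT* vs *WT* array. For *Hoxb8* the *WT* channels of arrays 1 to 3 lay between 8.04 and 8.37, the *Mut* channels between 6.47 and 6.61, and the *WT* vs *WT* array at 6.29 and 6.10.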

To determine changes in expression levels of individual genes, we identified the top 10 up‐ and downregulated genes (Tables 1, 2). 

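Of the genes with the largest rises in the paper's ranking (Table 2), 9 of 10 were matched to a probe. *Ahdc1*, *Ebf1*, *2010106E10Rik*, *Cd247*, *Hbb-y*, *Cma1* and *Il5* were higher in *Mut*, and *Tmem74* and *Kirrel3* were lower. None of the 9 passed both thresholds (0 by limma at the adjusted P, 0 at the unadjusted P and 0 by the methods' *t*-test), while 2 did with the deposited log ratios. With each array centred on its median all 9 were higher, and with the dye term *Il5* turned lower (-0.34) and *Kirrel3* higher (0.33). *Hbb-y* had the largest log2 *Mut*/*WT* of the 9, 0.49 (SE 0.073, adjusted P = 0.000432), with an SD of 0.22 between arrays, and passed 1.5-fold without array 2, at 0.59. *Hbb-y* is a globin gene, and its signal for *WT* pool 1 on the *WT* vs *WT* array lay 0.60 above the *WT* mean of arrays 1 to 3. *Cma1*, *Tmem74* and the *Mut* channels of *Ebf1* and *Kirrel3* were not well above background on any array, and *Ebf1*, at 0.02, changed sign without array 1 (-0.01). For *Ahdc1*, *2010106E10Rik*, *Cd247* and *Il5* the *WT* channel was not well above background on any array, while the *Mut* channel was on 2 arrays for *Ahdc1*, *2010106E10Rik* and *Cd247* and on 1 for *Il5*. In these normalized values the bounds were 1.26-fold for *Ahdc1*, 1.23-fold for *2010106E10Rik* and 1.22-fold for *Cd247*. They did not hold with the dye term, where the fitted fold changes were 1.01, 1.20 and 1.10. No bound is given for *Il5*, whose direction turned. *Ahdc1* had a log2 Cy3/Cy5 of 0.33 between the pools of the *WT* vs *WT* array and *Il5* of 0.51, with no difference of genotype. The size of a fold change of such dim probes depends on the background correction. On the scale of the deposited log ratios, *Ahdc1* was 7.53-fold and *Il5* 5.36-fold higher in *Mut*, and *Hoxb8* had a signed fold change of -36.0 and *Mpst* of -18.7.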

The magnitude of changes in top 10 gene expression was 9–35‐fold for downregulated genes and 5–8‐fold in upregulated genes.

**Figure 2:**
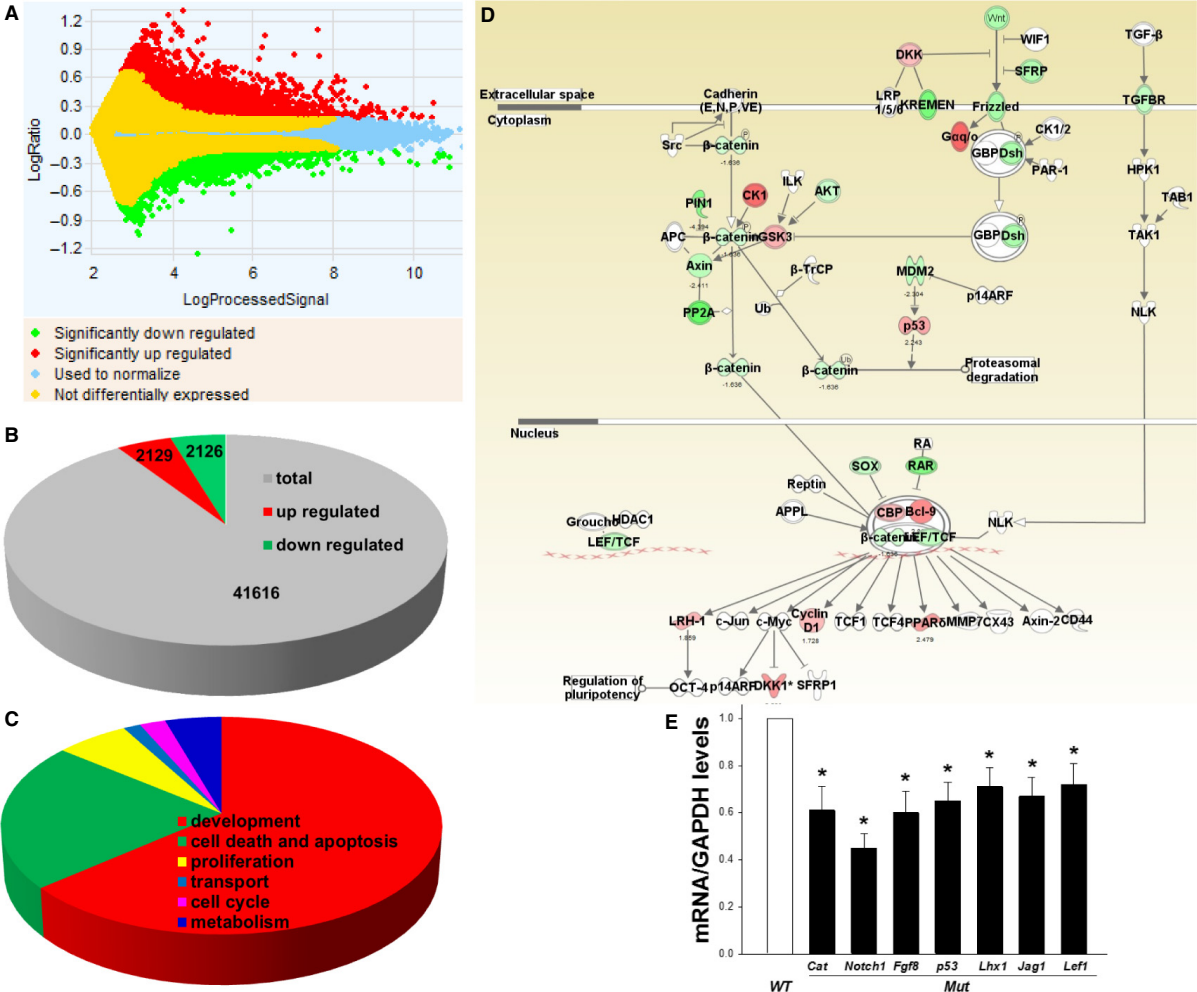
(A) Microarray analysis of gene expression in Six2^+^ cells FACS‐isolated from mutant (*Mut*) kidneys on E15.5 (A). (B–D): Ingenuity Pathway Analysis (IPA) and representation of the Wnt‐*β*‐catenin signaling pathway. (D) Red/pink: indicates upregulated genes, green: indicates downregulated genes. (E) Validation of microarray data by real‐time RT‐PCR comfirmed a significant downregulation of *β*‐*catenin* (Cat), *Notch1, Fgf8, p53, Lhx1, Jag1, and Lef1* mRNA expression in NPCs FACS‐isolated from E15.5 *Mut* compared with *WT* mice. *P < 0.01 versus other groups. FACS, Fluorescence‐activated cell sorting.

**Table 1:** Top 10 downregulated genes in Six2^+^ cells FACS‐isolated from Six2^PRR−/−^ kidneys

Gene name	Fold change	GO biological process	GO molecular function
Hoxb8	−35.6	Dorsal spinal cord development; cytokine‐mediated signaling pathway; multicellular organismal development; positive regulation of JAK‐STAT; anterior/posterior pattern specification; positive regulation of cell proliferation	DNA binding; cytokine activity; growth factor activity; sequence‐specific DNA binding
Mpst	−18.5	Hydrogen sulfide biosynthetic process	Transferase activity; thiosulfate sulfurtransferase activity; 3‐mercaptopyruvate sulfurtransferase activity
Cmtm4	−12.2	Chemotaxis	Cytokine activity
Mdfi	−11.8	Activation of JUN kinase activity; dorsal/ventral axis specification; negative regulation of DNA binding; regulation of Wnt signaling pathway	Protein binding; transcription factor binding
Aph1a	−11.4	Proteolysis; protein processing; metanephros development; Notch signaling pathway; Notch receptor processing; integral component of plasma membrane	Protein binding; peptidase activity; endopeptidase activity
Mdfi	−9.9	Activation of JUN kinase activity; dorsal/ventral axis specification; negative regulation of DNA binding; regulation of Wnt signaling pathway	Transcription factor binding; protein binding
Atg4b	−9.68753	Transport; autophagy; proteolysis; protein transport; autophagosome assembly; positive regulation of autophagy; positive regulation of protein catabolic process	Protein binding; peptidase activity; hydrolase activity; endopeptidase activity; cysteine‐type peptidase activity; cysteine‐type endopeptidase activity
Atp1a1	−8.80377	Transport; ion transport; cation transport; dephosphorylation	ATP binding; ADP binding; protein binding; ATPase activity; ankyrin binding; metal ion binding
Stk32a	−8.79321	Phosphorylation; protein phosphorylation	ATP binding; kinase activity; metal ion binding; nucleotide binding; transferase activity; protein kinase activity; protein serine/threonine kinase activity; transferase activity, transferring phosphorus‐containing groups
Gpc2	−8.67856	Smoothened signaling pathway; neuron differentiation	Heparan sulfate proteoglycan binding

**Table 2:** Top 10 upregulated genes in Six2+ cells FACS‐isolated from Six2^PRR−/−^ kidneys

Gene name	Fold change	GO biological process	GO molecular function
Ahdc1	7.6	Any process specifically pertinent to the functioning of integrated living units	Elemental activities, such as catalysis or binding
Ebf1	6.2	Multicellular organismal development regulation of transcription, positive regulation of transcription	DNA binding protein dimerization activity, C2H2 zinc finger domain binding protein binding, metal ion binding
Tmem74	6.2	Autophagy	Elemental activities, such as catalysis or binding
2010106E10Rik	5.7	Any process specifically pertinent to the functioning of integrated living units	Elemental activities, such as catalysis or binding, describing the actions of a gene product at the molecular level.
Cd247	5.5	Cell surface receptor signaling pathway	Protein binding; transmembrane signaling receptor activity
Hbb‐y	5.5	Transport; protein heterooligomerization; negative regulation of transcription from RNA polymerase II promoter	Hemoglobin alpha binding; oxygen transporter activity; heme binding; metal ion binding; oxygen binding; iron ion binding
Cma1	5.5	Proteolysis; positive regulation of angiogenesis; interleukin‐1 beta biosynthetic process	Peptide binding; catalytic activity; peptidase activity; hydrolase activity
Kirrel3	5.4	Glomerulus morphogenesis; neuron projection morphogenesis; hemopoiesis; neuron migration	Protein binding; PDZ domain binding
4930592I03Rik	5.4	Any process specifically pertinent to the functioning of integrated living units	Elemental activities, such as catalysis or binding
Il5	5.4	Immune response; cytokine‐mediated signaling pathway positive regulation of JAK‐STAT cascade; positive regulation of cell proliferation	Growth factor activity; cytokine activity interleukin‐5 receptor binding

### Gene ontology analysis suggests abnormal regulation of kidney development and function genes

Next, we performed a gene ontology analysis to identify functional groups of differentially expressed genes by Ingenuity Pathway Analysis (IPA). The major GO biological processes and molecular functions enriched within top downregulated genes included cancer, cellular assembly and organization, cellular function, development, morphology, cell death and survival (Table 3). These categories are highly consistent with the mutant phenotype and a putative role of PRR in controlling the expression of genes involved in nephrogenesis and kidney development (Song et al. 2016). We next investigated the list of up‐ and downregulated genes for genes which redundant/deficient state is associated with aberrant nephrogenesis. 

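*Ctnnb1* (*β*-catenin), *Notch1*, *Lef1*, *Lhx1*, *Jag1*, *Fgf8* and *Trp53* (p53) were each given by their probe with the highest mean signal. Of these 7 genes 5 were higher and 2 lower in *Mut*. *Lhx1* had a log2 *Mut*/*WT* of 0.69 (SE 0.056, adjusted P = 8.64e-06) and *Trp53* of 0.80 (SE 0.074, adjusted P = 2.08e-05), and both passed 1.5-fold. *Jag1* was at 0.44 (SE 0.052, adjusted P = 9.61e-05) and *Fgf8* at 0.40 (SE 0.056, adjusted P = 0.000296), past the adjusted P but short of 1.5-fold, as was *Ctnnb1* at -0.32 (SE 0.055, adjusted P = 0.00111). *Notch1*, at 0.04 (SE 0.051, adjusted P = 0.566), and *Lef1*, at -0.02 (SE 0.052, adjusted P = 0.811), did not differ between the genotypes by more than their error. With each array centred on its median *Notch1* was at -0.02, and *Lef1* was at 0.08 with the dye term and at 0.01 without array 1. Over all the genes listed as downregulated in Table 4 under a single symbol, 21 of 29 were higher in *Mut*, 4 of them past both thresholds, and 8 were lower, 1 of them past both. With median centring 14 were higher and 15 lower, and with the dye term 17 were higher and 12 lower. The genes listed there as upregulated were lower in 7 of 11 cases, with *Axin1* past both thresholds, and with the dye term in 5. *DVL1*, listed both ways, and *HES*, which names no single gene, were left out. The signal of *WT* pool 1 on the *WT* vs *WT* array was nearer to the *Mut* than to the *WT* mean of arrays 1 to 3 for 4 of the 7 genes.

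**Figure D2:**
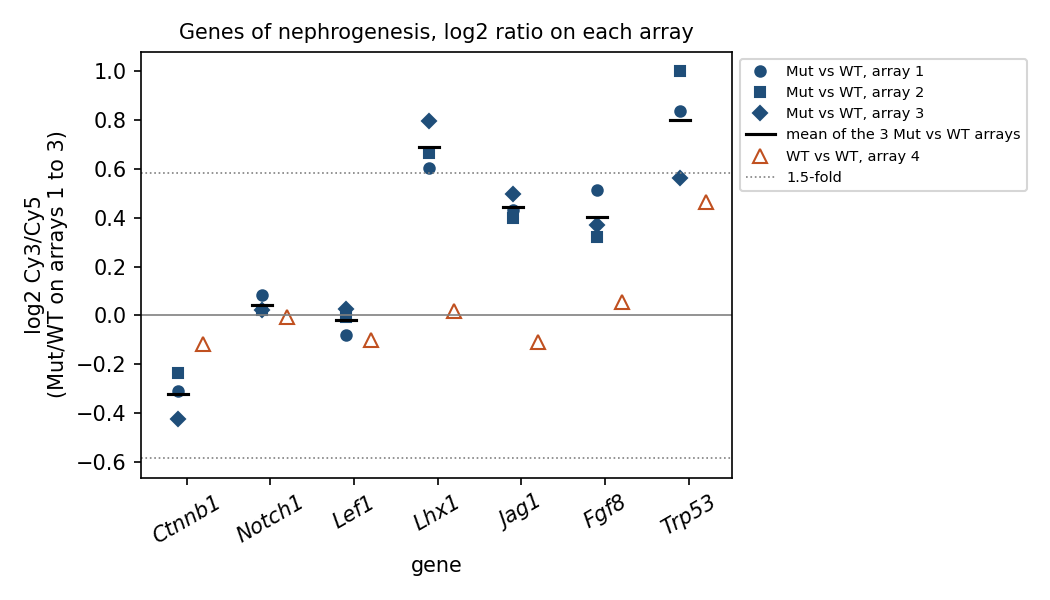
The y axis gives the log2 ratio of Cy3 to Cy5, which is *Mut*/*WT* on arrays 1 to 3 (filled symbols, with their mean as a bar) and *WT* pool 2/*WT* pool 1 on the *WT* vs *WT* array (open triangles), for 7 genes (x axis). Dotted lines mark 1.5-fold. *Lhx1* lay between 0.60 and 0.80 on arrays 1 to 3 and at 0.02 on the *WT* vs *WT* array.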

We identified seven downregulated genes that met these criteria (Table 4). The expression of PRR‐dependent genes in NPCs was validated by qRT‐PCR (Fig. 2). Consistent with predominant morphogenetic events that occur at E15.5, such as nephron formation (nephrogenesis) and differentiation (establishment of specialized cell types marking specific nephron segments), we observed enrichment of IPA terms such as cellular assembly and organization, cell morphology, development, cell death and survival within the downregulated gene set (Table 3). To identify genes that may function during early nephrogenesis, we crossreferenced all downregulated genes found in this study with the microarray expression data in the CM lineage available in GUDMAP (Harding et al. 2011). A total of 238 genes were referenced in GUDMAP as expressed in the E15.5 CM lineage (Harding et al. 2011). Of 2126 genes downregulated in our array, 12 were referenced as expressed in the CM lineage in GUDMAP. 

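*Pclo*, *Adcy8*, *Slc1a3*, *Has2*, *Trim16*, *Ednra*, *Chst9*, *Bcl2* and *Enc1* were all higher in *Mut* at their probe with the highest mean signal. None of these 9 genes passed both thresholds (0 by limma at the adjusted P, 0 at the unadjusted P and 0 by the methods' *t*-test), and 2, *Trim16* and *Chst9*, did so as higher with the deposited log ratios. *Cdc14a* was not matched to a probe and was not analysed here. With each array centred on its median 3 were higher and 6 lower, and with the dye term 7 were higher and 2 lower. *Trim16* had the largest log2 *Mut*/*WT*, 0.57 (SE 0.055, adjusted P = 2.66e-05), and was at -0.23 on the *WT* vs *WT* array, where its signal for *WT* pool 1 lay 0.74 above the *WT* mean of arrays 1 to 3 on the log2 scale. It passed 1.5-fold without array 2 (0.59), without array 3 (0.60) and with the dye term (0.81). The other probes of *Trim16* were at 0.19 and 0.08. *Adcy8* was at 0.33 (SE 0.058, adjusted P = 0.00129) against 0.25 between the pools of the *WT* vs *WT* array, and *Pclo* at 0.31 (SE 0.051, adjusted P = 0.00087) against 0.13. *Slc1a3*, at 0.08, and *Has2*, at 0.11, had an adjusted P of 0.354 and 0.148. The second probes of *Ednra* and *Bcl2* went the other way, at -0.29 and -0.24, that of *Ednra* with the *Mut* channel not well above background on any array, and that of *Enc1* was at 0.49.

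**Figure D3:**
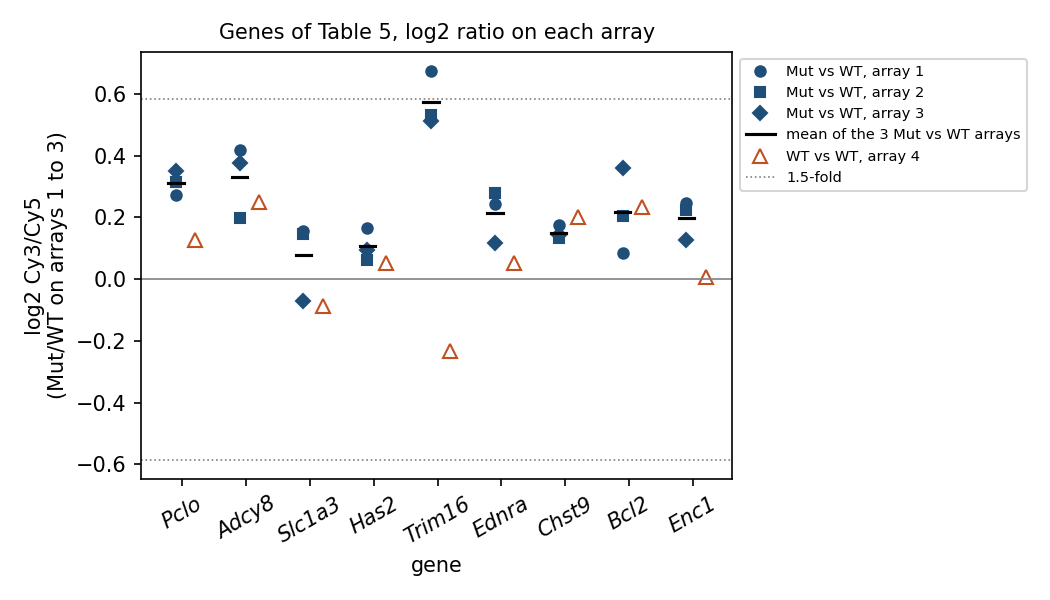
The y axis gives the log2 ratio of Cy3 to Cy5 of 9 genes (x axis), which is *Mut*/*WT* on arrays 1 to 3 (filled symbols, with their mean as a bar) and *WT* pool 2/*WT* pool 1 on the *WT* vs *WT* array (open triangles). Dotted lines mark 1.5-fold. All means lie above 0, and *Slc1a3* is at -0.07 on array 3.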

Table 5 shows top 10 of these 12 downregulated genes in our array. The majority of downregulated genes belonged to kidney/embryonic development, cell morphogenesis, regulation of transcription, cytoskeleton organization, cell cycle, cell proliferation categories, consistent with the role for the NPC PRR in nephrogenesis.

**Table 3:** Top diseases and biological functions altered in Six2^+^ cells FACS‐isolated from Six2^PRR−/−^ kidneys

Category	P‐value	Number of molecules
Diseases and disorder		
Organismal injury and abnormalities	1.27E‐04‐2.66E‐34	2415
Gastrointestinal disease	1.27E‐04‐2.66E‐34	2424
Hepatic system disease	1.28E‐04‐2.49E‐30	1782
Reproductive system disease	1.06E‐04‐2.57E‐18	1076
Cancer	7.04E‐05‐3.88E‐17	964
Molecular and cellular functions		
Cellular assembly and organization	1.11E‐04‐2.15E‐23	552
Cellular function and maintenance	7.14E‐05‐2.15E‐23	709
Cell morphology	1.21E‐04‐2.74E‐21	720
Cellular development	1.02E‐04‐4.60E‐16	823
Cell death and survival	1.27E‐04‐8.11E‐16	858
Physiological System Development and Function		
Organismal survival	1.50E‐05‐6.52E‐29	654
Embryonic development	1.21E‐04‐1.22E‐20	691
Organismal development	1.21E‐04‐1.22E‐20	939
Nervous system development and function	1.21E‐04‐2.25E‐17	541
Tissue morphology	1.21E‐04‐3.34E‐17	704
Nephrotoxicity		
Renal necrosis/cell	1.00E00‐7.18E‐06	105
Death nephrosis renal	5.86E‐01‐6.33E‐03	16
Inflammation renal nephritis renal	1.00E00‐1.85E‐02	52
Regeneration	1.00E00‐1.85E‐02	52

**Table 4:** Ingenuity pathway analysis: selected functional categories of genes upregulated and downregulated in FACS‐isolated Six2^+^ cells from Mut (Six2 ^PRR−/−^) mice on E15.5

Category	P Value	Genes in test set
Formation of embryonic tissue		
Upregulated	1.07E‐03	AXIN1, DVL1, HSP90B1, SMAD3, SOX17, VEGFA
Downregulated	1.07E‐03	CITED2, CTNNB1, FGF1, FGF8, FGFR2, HNF1B, LEF1, LHX1, NCAM1, NOTCH1, HES
Abnormal morphology		
Upregulated	1.09E‐04	ATP13A2, MDM2, SMAD3, SMAD5
Downregulated	1.09E‐04	ATP1B2, ATP2C1, BAD, CCND1, CITED2, CYP1A2, DVL1, IL2,LEF1, LTA, NCAM1, PBX1, PDGFRB, P53
Formation of kidney		
Upregulated	4.90E‐05	BMP6, SMAD3
Downregulated	4.90E‐05	CITED2, CTNNB1, FGF8, FGFR1, FGFR2, JAG1, LHX1, PBX1, PDGFRB, SPRY1, TCF21, P53
Cell death and survival		
Upregulated	1.16E‐05	BMPR1A, JAG2, SMAD5, SOX17
Downregulated	1.16E‐05	ATP2C1, BCL2, CTNNB1, EYA1, GATA6, IL10, MAP3K1, P53

**Table 5:** Top 10 downregulated genes crossreferenced with the microarray expression data available in GUDMAP

Symbol	Description	FC	E15.5 CM	Go Biological Process	Go Molecular Function
Pclo	Piccolo Presynaptic Cytomatrix Protein	−3.20	20.58	GO:0007010cytoskeleton organiza‐tion; GO:0007416 synapse assembly	GO:0005509 calcium ion binding; GO:0005522, profilin binding
Cdc14a	Cell Division Cycle 14A	−2.31	5.71	GO:0006470 protein dephos‐phorylation; GO:0007049 cell cycle; GO:0008283 cell proliferation	GO:0004721 phosphoprotein phosphatase activity; GO:0004722 protein serine/threonine phosphatase activity
Adcy8	Adenylate Cyclase 8	−2.08	17.53	GO: 0003091 renal water homeostasis; GO:0006171 cAMP biosyn‐thetic process	GO:0004016 adeny‐late cyclase activity; GO:0005524 ATP binding
Slc1a3	Solute Carrier Family 1 Member 3	−2.08	10.81	GO:0003333amino acid transmem‐brane transport GO:0006536 glutamate metabolic process	GO:0005313 L‐glutamate transmembrane transporter activity; GO:0015171 amino acid transmembrane transporter activity
Has2	Hyaluronan Synthase 2	−1.95	5.44	GO:0001822 kidney development	GO:0016740 transferase activity
Trim16	Tripartite Motif Containing 16	−1.86	1.20	GO:0006355 regulation of transcrip‐tion, DNA‐templated; GO:0043966 histone H3 acetylation	GO:0003677 DNA binding; GO:0005515 Protein binding
Ednra	Endothelin Receptor Type A	−1.77	2.80	GO: 0001569 branching involved in blood vessel morphoge‐nesis; GO:0001701 in utero embry‐onic development	GO:0004871signal transducer activity; GO:0004930 G‐protein coupled receptor activity
Chst9	Carbohydrate Sulfotransferase 9	−1.74	11.08	GO:0005975 carbohydrate metabo‐lic process; GO:0006790 sulfur compound metabolic process	GO:0008146sulfotransferase activity; GO:0016740transferase activity
Bcl2	BCL2, Apoptosis Regulato	−1.66	7.69	GO:0000902 cell morphogenesis;GO:0000209 protein polyubiquitination	GO:0002020 protease binding; GO:0005515 Protein binding
Enc1	Ectodermal‐Neural Cortex 1	−1.58	3.75	GO:0007275 multicellular organism development; GO:0007399 nervous system development	GO:0005515 Protein binding

FC, fold change; CM, cap mesenchyme.

### NPC PRR promotes nephrogenesis through canonical Wnt/*β*‐catenin signaling

Previously, we demonstrated that canonical Wnt/*β*‐catenin signaling is required downstream of NPC PRR for mesenchyme to epithelial transition (MET) in vitro (Song et al. 2016). 

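The pathway analysis itself was not analysed here, and only genes of the Wnt/*β*-catenin pathway that the paper names were measured. *Ctnnb1* is held by another, dimmer probe, which was lower in *Mut* at a log2 *Mut*/*WT* of -0.70 (adjusted P = 7.88e-05, limma) and passed 1.5-fold. *Axin1* was lower at -0.76 (SE 0.066, adjusted P = 1.34e-05), with -0.28 on the *WT* vs *WT* array, and did not pass both thresholds with the dye term. *Ccnd1*, which encodes cyclin D1, was higher at 0.68 (SE 0.052, adjusted P = 5.71e-06), and its signal for *WT* pool 1 on the *WT* vs *WT* array lay 0.65 above the *WT* mean of arrays 1 to 3. With each array centred on its median *Ccnd1* was at 0.09 and did not pass the thresholds.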

IPA analysis of current microarray data revealed downregulation of the Wnt/*β*‐catenin pathway in FACS‐isolated mutant Six2^+^ NPCs, consistent with critical role of intact Wnt/*β*‐catenin signaling downstream of NPC PRR to direct nephrogenesis (Fig. 2) (Park et al. 2007; Marose et al. 2008; Song et al. 2016). In accord with IPA findings, expression of the functionally active form of *β*‐catenin protein (ABC) dephosphorylated on ^Ser^37 or ^Thr^41 was reduced in the CM of E15.5 *Mut* kidneys (Fig. 3). In addition, ABC immunofluorescence was decreased in the UB of *Mut* compared to *WT* kidneys (Fig. 3). To provide genetic proof that PRR signaling induces *β*‐catenin transcriptional activity in vivo in NPCs, we tested the hypothesis that metanephroi of double‐transgenic *Mut*/*BatGal* ^+^ mice exhibit decreased *β*‐catenin activity in the CM. Whole mount LacZ staining on E13.5 was apparent only in the UB in both *Mut*/*BatGal* ^+^ and *WT*/*BatGal* ^+^ mice and was reduced in the UB of *Mut*/*BatGal* ^+^ mice (Fig. 3). Given that targeted inactivation of *β*‐catenin in the UB cell lineage in mice causes reduced UB branching, (Bridgewater et al. 2008) a UB phenotype similar to what we observed in *Mut* mice,(Song et al. 2016) our findings of reduced *β*‐catenin activity in the UB of *Mut* mice demonstrate an additional pathological hit in which decreased *β*‐catenin in NPCs of *Mut* kidneys leads to reduced *β*‐catenin activity in the ureteric epithelium. Thus, reduced UB branching observed in *Mut* mice (Song et al. 2016) may result from both decreased nephrogenesis and reduced levels of transcriptionally active *β*‐catenin within the ureteric epithelium. Because overexpression of *β*‐catenin in the metanephric mesenchyme was reported to induce *β*‐catenin activity in the UB *via* upregulation of glial cell‐derived neurotrophic factor (Gdnf), secreted signaling molecule expressed throughout the CM and necessary for kidney development, (Sarin et al. 2014) we tested whether reduced *β*‐catenin activity in the UB of *Mut* kidneys is due to decrease in Gdnf expression in the mesenchyme. ISH showed apparent reduction in *Gdnf* mRNA expression in the mesenchyme of *Mut* compared with *WT* kidney (Fig. 4). Inability to detect LacZ staining in the CM using whole mount kidney may result from reduced ability to visualize staining due to high tissue thickness or density, or to relatively lower levels of *β*‐catenin activity in the CM versus the UB epithelia. To determine the effect of PRR signaling on *β*‐catenin transcriptional activity in NPCs *in vivo* with greater precision, we examined LacZ staining in *WT* and *Mut* E14.5 kidney sections. The number of X‐gal‐positive cells in the cortex, where active nephrogenesis occurs, was reduced in *Mut* compared to *WT* kidneys (3.1 ± 0.7 vs. 15.2 ± 1.6, *P* < 0.01) (Fig. 3). These findings are consistent with decreased *β*‐catenin activity in the CM of *Mut*/*BatGal* ^+^ mice. Mechanistically, decreased *β*‐catenin activity in NPCs in *PRR Mut* mice may reduce UB *β*‐catenin signaling in a paracrine‐dependent manner through downregulation of Gdnf levels in the CM.

**Figure 3:**
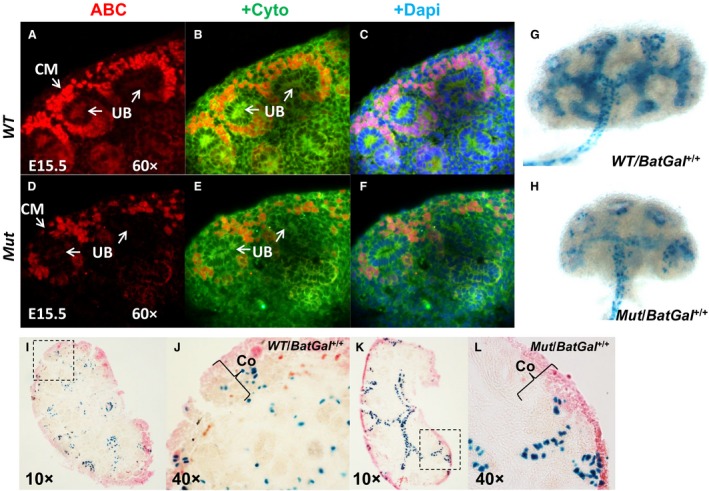
Effect of conditional *PRR* deletion in Six2^+^ NPCs on active *β*‐catenin (ABC) protein levels, *β*‐gal staining, and *Gdnf* mRNA expression in the kidney. (A–F): ABC immunoflurescence shows apparent reduction in ABC levels (red staining) in the CM of mutant (*Mut*,* D*‐*F*) compared to control (*WT*, A–C) E14.5 kidneys. Dapi‐ blue, anti‐pancytokeratin (Cyto)‐ green staining. *G*,* H*: Whole mount *β*‐gal staining (blue) of E13.5 kidneys isolated from *Mut*/*BatGal* ^+/+^ and *WT*/*BatGal* ^+/+^ mice. Representative images show that *Mut*/*BatGal* ^+/+^ kidney is smaller and shows weaker Bat/Gal activity in the UB compared to control *WT*/*BatGal* ^+/+^ kidney. (I–L): *β*‐gal staining (blue) of E14.5 kidney sections shows apparent reduction in staining in the cortex (Co) of *Mut*/*BatGal* ^+/+^ compared with *WT*/*BatGal* ^+/+^ mice. J, L: High power images of areas shown by dashed line insets in I and K.

**Figure 4:**
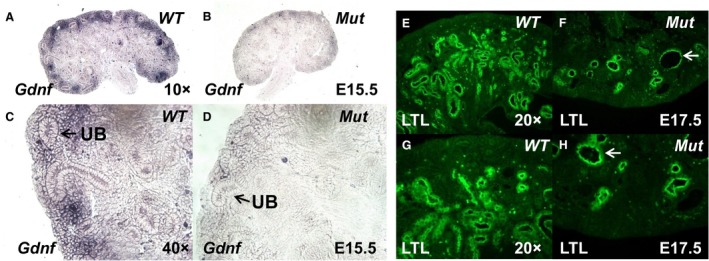
(A–D) Section in situ hybridization of E14.5 kidneys shows apparent decrease in *Gdnf* mRNA expression in the mesenchyme of mutants (*Mut*) compared to controls (*WT*, dark blue staining). (E–H): Kidney sections of E17.5 *Mut* and *WT* mice stained with anti‐Lotus Tetragonolobus Lectin (LTL, green) antibody show paucity and dilation (*N*,*P*, arrows) of tubules of proximal tubule origin in *Mut* kidneys.

### Novel PRR‐dependent genes and control of nephrogenesis

Notch signaling in NPCs promotes initiation of nephrogenesis and the formation of proximal tubules (Cheng et al. 2007; Chung et al. 2016). Previously, we demonstrated reduced expression of Jagged1 (Jag1), the major Notch ligand in the process of nephrogenesis, in *PRR Mut* kidneys (Song et al. 2016). Since our array identified downregulation of *Notch1* and of Notch‐target gene *Hes5* in *Mut* NPCs, we investigated the formation of proximal tubules in *Mut* kidneys. 

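*Hes5* was higher in *Mut*, with a log2 *Mut*/*WT* of 0.45 (SE 0.051, adjusted P = 7.65e-05, limma) and values of 0.43, 0.47 and 0.44 on arrays 1, 2 and 3. It did not pass 1.5-fold, except with the deposited log ratios, at 1.16, and with the dye term, at 0.75. Between the pools of the *WT* vs *WT* array its log2 Cy3/Cy5 was -0.30, and there its signal for *WT* pool 1 lay 0.80 above the *WT* mean of arrays 1 to 3. *Notch1* is held by 1 probe, with a normalized log2 signal of 6.69 in *WT* and 6.73 in *Mut*, and a log2 *Mut*/*WT* of 0.08 on array 1 and 0.02 on arrays 2 and 3.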

In *WT* kidneys, NPCs formed LTL‐positive proximal tubules (Fig. 4). In contrast, *Mut* kidneys had paucity and marked dilation of LTL‐positive proximal tubules. Proximal tubular defects observed in *Mut* mice are most likely due to premature exhaustion of NPCs (Song et al. 2016). Our findings of reduced *Notch1* and *Hes5* expression in *Mut* NPCs suggest that additional mechanism may involve aberrant Notch signaling downstream of NPC PRR in a subset of NPCs that were able to differentiation into the proximal tubule segment of the nephron. Expression of *Jag1*, the major Notch ligand in the process of nephrogenesis and a marker for renal vesicle (RV) nephron stage, was also reduced in *Mut* NPCs (Fig. 1, Table 4). p53, a tumor suppressor that regulates cell‐cycle, differentiation, and apoptosis pathways, is also important for normal embryonic kidney development. 

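At its brighter probe *Jag1* was higher in *Mut* on each array, with log2 *Mut*/*WT* ratios of 0.43, 0.40 and 0.50, an SD of 0.05. Its other probe was not well above background in either channel on any array and is uninformative. With the deposited log ratios the brighter probe passed both thresholds, at 0.76. The signal of *WT* pool 1 on the *WT* vs *WT* array lay 0.62 above the *WT* mean of arrays 1 to 3 at this probe, at the level of *Mut*.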

Global *p53* deletion in mice results in UB ectopia, reduced UB branching, and hypoplastic metanephroi (Saifudeen et al. 2009). 

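At the brighter probe of *Trp53*, which encodes p53, the log2 *Mut*/*WT* was 0.84, 1.00 and 0.56 on arrays 1, 2 and 3. The same probe was at 0.47 between the pools of the *WT* vs *WT* array, so that the dye term lowered its log2 *Mut*/*WT* to 0.33, short of 1.5-fold. It also lost its call with the deposited log ratios, at 1.15 with an SD of 0.32 between arrays. The other probe was at -0.07 (adjusted P = 0.354, limma).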

Reduced p53 mRNA levels in *Mut* NPCs suggest that p53 functions downstream of the NPC PRR to promote nephrogenesis.

### Reduced *PRR* gene dosage in nephron progenitors results in development of hypertension during later life

We previously demonstrated that *Mut* (*Six2* ^PRR−/−^) mice exhibit reduced nephron number at birth due to precocious depletion of NPC pool (Song et al. 2016). Low nephron number has been recognized as a determinant of susceptibility to hypertension both in animal models (Woods et al. 2004) and in humans (Brenner et al. 1988; Hughson et al. 2006). In humans, nephrogenesis is completed by ~36 weeks of gestation and in rodents‐ by ~3 days after birth (Hinchliffe et al. 1991; Reidy and Rosenblum 2009). Because *Mut* mice did not survive beyond the first 48 h of life, we evaluated the effect of reduced *PRR* gene dosage in *Six2* ^PRR+/−^ (*Het*) mice on nephron number, glomerular basement membrane (GBM) ultrastructure, and blood pressure at 2 months of age. While the number of glomeruli per kidney section was reduced in *Het* compared with control mice (69 ± 4.0 vs. 178 ± 4.9, *P* < 0.001), conscious tail‐cuff mean (95.5 ± 2.8 vs. 70.4 ± 3.8, p < 0.01), systolic (143 ± 5.3 vs. 113 ± 6.5, *P* < 0.01), and diastolic (67 ± 4.5 vs. 51 ± 4.0, *P* < 0.05) arterial blood pressure was increased in *Het* mice (Fig. 5). Electron microscopy (EM) of P60 *Het* kidney section showed segmental GBM thickening with focal microvillus changes and focal podocyte foot process effacement, a hallmark of glomerular injury leading to proteinuria (Fig. 5). Thus, reduced *PRR* gene dosage in nephron progenitors results in decreased glomerular number, abnormal GBM, and increased blood pressure later in life.

**Figure 5:**
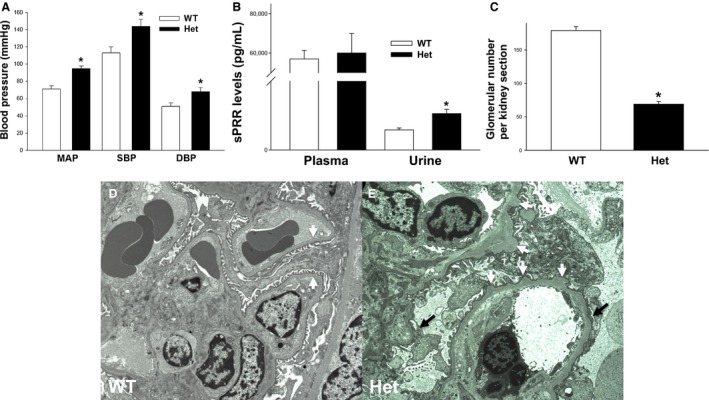
Reduced *PRR* gene dosage in Six2^+^ NPCs results in decreased glomerular number, altered glomerular basement membranes (GBM) ultrastructure, elevated blood pressure and increased soluble PRR (sPRR) levels in the urine at 2 months of age. (A): *Het* mice have significantly increased mean (MAP), systolic (SBP), and diastolic (DBP) blood pressure at 2 months of age. *P < 0.01. (B) *Het* mice have significantly increased sPRR levels in the urine. *P < 0.05. (C) Glomerular number is significantly decreased in *Het* mice. (D, E) Electron micrograph of *WT* kidney section (D) shows normally appearing GBM with intact podocyte foot processes (white arrows). *Het* kidney section (E) shows focal podocyte foot process effacement (black arrows) with focal microvillus change and irregularities in the GBM with segmental thickening (white arrows).

### Reduced *PRR* gene dosage in nephron progenitors results in increased urinary soluble PRR (sPRR) levels

The full‐length PRR protein (39 kDa) is cleaved by enzyme furin to generate sPRR (28 kDa) which is secreted into the extracellular space and is ultimately found in the blood and urine (Cousin et al. 2009; Gonzalez et al. 2011). Given that elevated plasma sPRR levels correlate positively with histological evidence of renal tissue damage in humans (Ohashi et al. 2016) and that sPRR is functionally active in the urine,(Gonzalez et al. 2011) we next measured plasma and urine sPRR levels in *Het* and control mice at 2 months of age. While plasma sPRR levels did not differ (60,045 ± 9070 vs. 56,166 ± 4380 pg/mL, *P* = 0.72), urinary sPRR levels were increased in *Het* compared with control mice (263 ± 30 vs. 146 ± 14 pg/mL, *P* < 0.05) (Fig. 5). Because it is unknown whether sPRR (28 kDa) is filtered from plasma to the urine and in view of abundant PRR expression in the collecting duct (CD), we speculate that urinary sPRR excretion likely reflects cleavage of full‐length PRR in the CD and intratubular sPRR secretion.

## Discussion

Previously, we demonstrated that conditional deletion of *PRR* in Six2^+^ NPCs results in early neonatal death, a marked decrease in the number of developing nephrons at birth and small cystic kidneys (Song et al. 2016). Yet, the transcriptome downstream of the nephron progenitor PRR that underlies its actions has not been previously defined in vivo. In this study, we first identified genes that are regulated by PRR in Six2^+^ NPCs using a whole‐genome expression analysis of RNA in mice with *PRR* deficiency targeted to Six2^+^ NPCs (*Mut*) and conducted gene ontology analysis to identify functional groups of differentially expressed genes. 

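Relative to *WT* pool 2 labelled with the same dye on the *WT* vs *WT* array, the mean of the 3 *Mut* pools differed by less than 1.5-fold for each of *Ctnnb1*, *Notch1*, *Lef1*, *Lhx1*, *Jag1*, *Fgf8* and *Trp53*. On the log2 scale *Trp53* was 0.37 and *Notch1* 0.23 higher in *Mut* than in that pool, *Ctnnb1* and *Fgf8* were 0.03 higher, and *Jag1*, *Lhx1* and *Lef1* were at -0.07, -0.13 and -0.18. This comparison runs between arrays and against 1 *WT* pool, so no test was made.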

The expression of seven genes, *β*‐catenin, *Notch1*,* Lef1, Lhx1, Jag1, Fgf8, and p53* with expression in NPCs for which deficient state is associated with aberrant nephrogenesis was downregulated in *PRR Mut* NPCs. Bioinformatic analyses of our data demonstrated that NPC PRR performs essential functions during nephrogenesis *via* control of hierarchy of genes that regulate embryonic and cellular development, renal regeneration, cellular assembly and organization, cell morphology, cell death and survival. Next, we demonstrated that reduced *PRR* gene dosage in NPCs in *Six2* ^PRR+/−^ (*Het*) mice is associated with reduced number of glomeruli, ultrastructural changes in the GBM, and development of hypertension at 2 months of age. We then showed that levels of soluble PRR (sPRR), PRR cleavage product generated subcellularly and secreted extracellularly, are increased in the urine of *Het* compared with control *WT* mice at 2 month of age. Our data show that: (1) NPC PRR performs essential functions during nephrogenesis *via* control of hierarchy of genes that regulate critical cellular processes; and (2) Both reduced nephron endowment and augmented urine sPRR likely contribute to programming of hypertension in *Het* mice. Our results support a model in which lack of *PRR* in NPCs results in aberrant expression of genes critical for nephrogenesis in NPC lineage (Fig. 6). Reduced *PRR* gene dosage in NPCs results in reduced glomerular number, abnormal GBM ultrastructure, and elevated blood pressure at 2 months of age. We propose that reduced *PRR* gene dosage in NPCs results in compensatory increase in sPRR levels in the CD which may lead to elevated blood pressure by stimulation of ENaC channel activity and increased Na^+^ reabsorption in the CD (Fig. 6).

**Figure 6:**
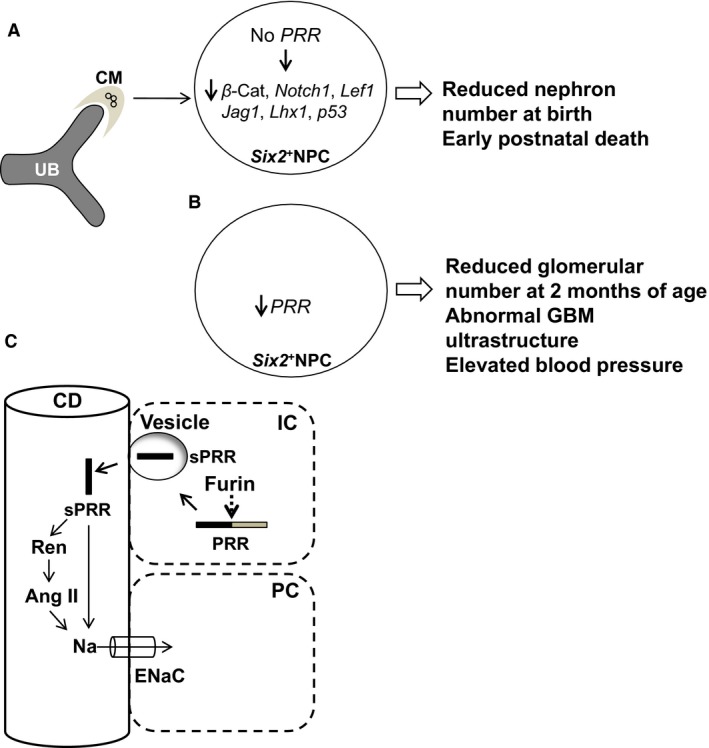
Model of nephron progenitor cell (NPC) prorenin receptor (PRR) function in nephrogenesis, glomerular basement membrane (GBM) ultrastructure, and hypertension. (A) Lack of PRR in *Six2* ^+^ NPCs results in congenital decrease in nephron number *via* reduction in the expression of NPC pathways critical for nephrogenesis. (B) Reduced PRR gene dosage in NPCs results in reduced glomerular number, abnormal GBM ultrastructure, and elevated blood pressure at 2 months of age. (C): Reduced PRR gene dosage in NPCs results in compensatory increase in soluble PRR (sPRR) levels in the urine. We propose that in intercalated cell (IC) of the collecting duct (CD), full‐length PRR is cleaved by furin to generate sPRR which is secreted in vesicle into the CD lumen. In the CD lumen, sPRR may lead to elevated blood pressure by: a) direct stimulation of ENaC channel activity and increased Na reabsorption in the principal cell (PC) of the CD; and/or b) enhancement of enzymatic activity of renin/prorenin (Ren) leading to angiotensin II (Ang II) generation and increased renal Na reabsorption.

### NPC *PRR*‐dependent genes and control of nephrogenesis

The balance of NPC self‐renewal and differentiation into nephrons ultimately determines nephron endowment (final nephron number) (Little and McMahon 2012). Because nephrogenesis ends by 36 weeks of gestation in humans, nephron regeneration postnatally is not possible. Reduced nephron endowment is associated with renal hypoplasia, susceptibility to subsequent hypertension and chronic kidney disease (CKD) (Brenner et al. 1988; Bertram et al. 2011). Several key signaling pathways, including Wnt/*β*‐catenin, Six2, Eya1, Notch, Osr1, Pax2, Sall1, Bmp7, Fgf2, Fgf9, and Fgf20, are required in NPCs for nephrogenesis (Self et al. 2006; Blank et al. 2009; Brown et al. 2011, 2013; Barak et al. 2012; Kanda et al. 2014; Chung et al. 2016). 

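The array held probes for *Ctnnb1*, *Six2*, *Eya1*, *Notch1*, *Osr1*, *Pax2*, *Sall1*, *Bmp7*, *Fgf2*, *Fgf9* and *Fgf20*. At the probe with the highest mean signal, 7 of these 11 genes were lower and 4 higher in *Mut*, and 0 passed both thresholds (limma; 0 at the unadjusted P and 0 by the methods' *t*-test). With each array centred on its median 9 were lower and 2 higher. *Osr1* was at a log2 *Mut*/*WT* of -0.35 (SE 0.073, adjusted P = 0.00394), with an SD of 0.22 between arrays, and its dimmer probe passed both thresholds at -0.66. *Sall1* was at -0.25 (SE 0.070, adjusted P = 0.0202) and *Six2* at -0.18 (SE 0.061, adjusted P = 0.0402). These values rest on array 1 in part, since without it *Osr1* was at -0.22, *Sall1* at -0.14 (adjusted P = 0.163) and *Six2* at -0.10 (adjusted P = 0.306). *Eya1* was higher at 0.31 (SE 0.059, adjusted P = 0.00206), and at -0.34 with median centring. *Bmp7*, *Fgf2*, *Fgf9*, *Fgf20* and *Pax2* had adjusted P values between 0.0551 and 0.474, and *Fgf2*, *Fgf9* and *Pax2* were not well above background in the *Mut* channel on any array.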

We observed downregulation of several of these genes for which deficient state is associated with aberrant nephrogenesis (Table 4). Wnt/*β*‐catenin is required for both the self‐renewal and differentiation of NPCs (Carroll et al. 2005; Park et al. 2007; Karner et al. 2011). Both conditional inactivation or stabilization of *β*‐catenin in the metanephric mesenchyme in mice disrupts nephrogenesis (Park et al. 2007; Sarin et al. 2014). Thus, a finely tuned level of Wnt/*β*‐catenin signaling in the mesenchyme is essential for proper nephrogenesis. Wnt/*β*‐catenin pathway activity was reduced in both NPCs and in the UB of *PRR Mut* mice, indicating a critical role for *β*‐catenin downstream of NPC PRR in metanephric kidney development. In addition, *β*‐catenin transcriptional activity in vivo was decreased in the UB of *Mut* mice. Our data suggest that decreased *β*‐catenin activity in NPCs of *Mut* mice might reduce UB *β*‐catenin signaling in a paracrine‐dependent manner through downregulation of *Gdnf* levels in the mesenchyme. Thus, reduced *β*‐catenin activity in the UB of *Mut* mice may represent an additional pathological hit that, together with decreased *β*‐catenin signaling in NPCs, contributes to reduced UB branching, decreased number of nephrons and small cystic kidneys observed at birth in *Mut* mice (Song et al. 2016). 

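*Fgf8* is held by 1 probe, at which the log2 *Mut*/*WT* was 0.51, 0.32 and 0.37 on arrays 1, 2 and 3, higher in *Mut* on each. Its log2 Cy3/Cy5 was 0.06 between the pools of the *WT* vs *WT* array, and *WT* pool 1 lay there 0.32 above the *WT* mean of arrays 1 to 3.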

We also observed decreased expression of *Notch 1*,* p53,* and *Fgf8* in *Mut* mice. Notch signaling in NPCs is crucial for nephrogenesis through downregulation of *Six2*, a transcription factor required for NPC maintenance (Chung et al. 2016). It is possible that reduced *Notch* expression in *Mut* mice might inhibit nephron induction *via* disinhibition of Six2. Murine double minute 2 (Mdm2)‐p53 pathway is essential to the maintenance of the NPC niche (Hilliard et al. 2014). Reduced *p53* mRNA levels in *Mut* NPCs suggest that p53 functions downstream of the NPC PRR to promote nephrogenesis. 

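*Mdm2* had a log2 *Mut*/*WT* of 0.09 (SE 0.053, adjusted P = 0.239, limma) at its brighter probe, no difference beyond its error, and this value was -0.39 with median centring and -0.01 with the dye term. The dimmer probe was lower in *Mut*, at -0.38 (adjusted P = 0.000539), and short of 1.5-fold.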

Reduced *p53* expression may be due to increased levels of *Mdm2*, a p53 ubiquitin ligase, in *Mut* NPCs. Fgf8 is required for nephron development (Grieshammer et al. 2005; Perantoni et al. 2005). Mice with pan‐mesodermal loss of *Fgf8* show lack of CM formation by E16.5 and block in vesicle progression to comma‐ and S‐shaped nephrons (Perantoni et al. 2005). Because Fgf8 is one of the earliest markers that demarcate the transition of NPCs to pre‐tubular aggregates and RVs, decreased nephron number in *Mut* kidneys at birth may be due to block in MET from reduced *Fgf8* expression (Song et al. 2016).

### NPC PRR and developmental programming of hypertension

Previously, we identified NPC PRR as critical regulator of congenital nephron endowment (Song et al. 2016). Here, we demonstrate that even reduced *PRR* gene dosage in NPCs in *Het* mice is associated with reduced glomerular number, aberrant GBM ultrastructure with focal podocyte foot process effacement and increased blood pressure at 2 months of age. It is now well established that adverse events in utero can affect nephrogenesis and result in low nephron endowment (Bertram et al. 2011). Brenner et al. (1988) hypothesized that low congenital nephron number might explain why some individuals are more susceptible to hypertension and renal disease than others later in life (developmental programming). The major factors influencing in utero environment that are associated with a low final nephron number include uteroplacental insufficiency, maternal low protein diet, hyperglycemia, vitamin A deficiency, exposure to or interruption of endogenous glucocorticoids (Chong and Yosypiv 2012). Reduced nephron number may be associated with reduced filtration surface area, thus limiting sodium excretion and leading to higher blood pressure or inappropriate activation of other vasoactive systems (e.g., renin‐angiotensin system, RAS). Even though Brenner's hypothesis offers an explanation for the association of a reduced nephron number with hypertension and renal disease, no definitive proof has been found that low nephron endowment per se causes increased risk for hypertension or renal injury. For example, hypertension is not associated with glomerular number in humans (Hughson et al. 2006). What is the relevance of our study to kidney development and pathogenesis of hypertension in humans? In human neonates, PRR immunoreactivity is present in the glomeruli, proximal tubules, collecting ducts, and arteries (Terada et al. 2017). In addition, the levels of PRR protein expression in neonatal kidney correlate inversely with gestational age and are higher in premature compared with full‐term neonates (Terada et al. 2017). These findings suggest that PRR may play an important role in kidney development in humans.

### Increased urinary sPRR and developmental programming of hypertension

We demonstrate that urinary levels of sPRR are increased in hypertensive *Het* mice at 2 months of age. Elevated sPRR levels in the urine of *Het* mice may reflect kidney tissue damage, the status of the kidney tissue RAS activity or act independently of the RAS and contribute to programming of increased blood pressure in these mice. Mechanistically, increased urinary sPRR levels can enhance activity of renin/prorenin in the CD leading to generation of angiotensin II (Ang II), the major vasoactive peptide of the RAS (Gonzalez et al. 2011). In addition, sPRR may act independent of Ang II/Ang II receptors to induce expression and activity of the epithelial sodium channel (ENaC) in the CD, thus contributing to an increase in blood pressure *via* enhanced Na^+^ reabsorption in the CD (Ramkumar et al. 2016).

In summary, NPC PRR performs essential functions during nephrogenesis *via* control of hierarchy of genes that regulate critical cellular processes in NPC lineage. Reduced *PRR* gene dosage in NPCs is associated with reduced number of glomeruli, ultrastructural changes in the GBM, and development of hypertension at 2 months of age. We propose that both reduced nephron endowment and augmented urine sPRR may contribute to programming of hypertension in mice with reduced *PRR* gene dosage in NPCs. This analysis provides important clues on the molecular etiology of reduced nephron endowment that will assist in the development of novel approaches aimed at early diagnosis and counseling of patients with renal hypoplasia/hypodysplasia and identification of targets for treatment or prevention.

## Conflict of Interest

Nothing to disclose.

How the deposited data were processed for this re-analysis (not part of the article)

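Gene expression was measured in *Six2*-positive nephron progenitor cells that the authors isolated by FACS from *Mut* and *WT* kidneys at embryonic day 15.5. On each of 3 dual-colour Agilent arrays a *Mut* pool in Cy3 was hybridized with a *WT* pool in Cy5, and 1 further array held *WT* pool 1 in Cy5 and *WT* pool 2 in Cy3. The 4 arrays lay on 1 slide and were scanned once, so slide and scan could not be tested as batches. Array, pool and dye were taken from the submitters' labels.

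The authors deposited the output of Agilent Feature Extraction 10.7.3.1 for each array. The deposited intensity values, which the authors obtained by scanning and extracting each spot with that program, give both channels and their local background on a linear scale, without normalization. It also holds the log10 ratio of red over green, which the authors obtained with that program after background subtraction and dye normalization, and a P-value of each log10 ratio that the deposited files give from the program's error model. A table of the series, which the authors deposited as well, held the same log10 ratios in 180072 of 180072 values, within 1e-06 on the log2 scale. The paper's methods name GeneSpring GX for normalization and analysis. Those values were not analysed here.

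The planned use of the mean signal was replaced by the median signal, the column that was at hand, together with the median background. The background was corrected with normexp on all spots with an offset of 50, the log ratios were normalized within each array by loess, and control spots and spots marked as non-uniform or as population outliers were then left out. Spots of the same probe were averaged. All ratios were turned to Cy3 over Cy5, which is *Mut*/*WT* on arrays 1 to 3. Levels of single channels are normalized log2 signals after Aquantile normalization between arrays. The median signal was 65.5, 71, 75 and 82 in Cy3 and 84, 84, 92 and 86.5 in Cy5 on arrays 1 to 4, against a median background of 16 or 17 in Cy3 and 50 in Cy5, so many probes lay near background. The number of arrays limits the precision of every value.

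The log2 *Mut*/*WT* ratios of the 3 arrays were tested against 0 with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over 41166 probes. A probe was called differentially expressed at an adjusted P under 0.05 and a fold change over 1.5, the thresholds of the paper's methods. Each array pairs a *Mut* with a *WT* pool. The deviations of both pools of an array from their group means had a Pearson correlation over probes of 0.387, 0.429 and 0.319 on arrays 1, 2 and 3, which bears out that pairing. Tested on simulated data with 200 changed probes among 41166 on 3 *Mut* vs *WT* arrays, limma recovered 185 (92.5%) with 0 false calls. With a dye term it recovered 132 (66.0%) with 2 false calls, and a *t*-test with Benjamini-Hochberg adjustment 10 (5.0%) with 0. The simulated noise was independent between arrays and probes and held no dye bias, and all simulated changes were larger than 1.5-fold. These rates therefore check the code and do not give the error rate of the calls on the real arrays.

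Gene symbols came from a table of the GRCm38.p6 assembly matched to the accessions of the array, for 22951 of 41174 probes (55.7%) and 16358 symbols. It was used for names only. *4930592I03Rik* and *Cdc14a*, and *Hbb-b1*, *Ahsp*, *Csf1r*, *Cd68*, *Emr1* and *Jarid1d* of the marker lists, were not matched. The genes named were all those the paper names as measured on the array, the 5 probes with the largest rise and the 5 with the largest fall among those called, changed in the same direction on all 3 arrays and well above background in both channels, and lists of marker genes written in advance. The result of 1 gene is not reported here. These lists were of nephron progenitor, differentiating nephron, ureteric bud, stroma, endothelium, erythroid, mast cell, macrophage, Y chromosome and X inactivation genes. They were tested with limma's camera (preset correlation 0.01) and fry. A gene with several probes is given by the probe with the highest mean signal. A bound is given where a channel was not well above background on any array, and holds for the values of the main setting only.

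Alternatives covered the values (the deposited log ratios), the offset, median centring, outlier spots, a filter on dim probes, a dye term for each probe from the *WT* vs *WT* array, unpaired channels, leaving out each replicate, the methods' *t*-test, the adjustment, the fold minimum, the deposited P-value and the median over the probes of a gene. The pathway and gene ontology analyses and the cross-reference with GUDMAP were not analysed here, nor were RT-PCR, ELISA, imaging and blood pressure.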

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

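All the tests on the *WT* vs *WT* array in these paragraphs were chosen after its values were seen. The array draws attention because the paper does not report it and its *WT* channels differed from the *WT* channels of arrays 1 to 3. *WT* pool 1 in Cy5 differed between array 1 and the *WT* vs *WT* array by more than 1.5-fold at 397 probes, whereas different *WT* pools in Cy5 on arrays 1 to 3 differed at 51, 57 and 56. *Mut* pools 1, 2 and 3 differed from *WT* pool 2 in the same dye on that array at 581, 330 and 112 probes, while *Mut* pools 1 and 3 differed from each other at 370.

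The shift went with the difference between *Mut* and *WT*. Where 0% is the *WT* mean and 100% the *Mut* mean of arrays 1 to 3, the Cy5 channel of the *WT* vs *WT* array lay at a median of 81.5% over the 50 largest falls and of 65.3% over the 50 largest rises. Over all lower probes that were called it lay at 25.2%, and over all higher ones at 55.9%. Compared with *WT* pool 2 in the same dye on the *WT* vs *WT* array, 528 of the 599 lower and 198 of the 228 higher probes kept their direction in *Mut*, with medians of -0.34 and 0.13 on the log2 scale, and 83 were more than 1.5-fold lower and 5 more than 1.5-fold higher. These sets of probes were chosen on arrays 1 to 3, which by itself moves an array outside the choice somewhat toward the *Mut* side.

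A dye bias of single genes is argued against as the cause of this shift, since the 397 probes were found between channels of the same pool and dye.

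What remains open cannot be told apart with 1 such array. An effect of the whole array is among it. The shift of its Cy5 channel from 2 other arrays correlated over all probes with the *Mut*/*WT* log ratio of the array left over, with Pearson correlations of 0.314, 0.381 and 0.332 (Spearman 0.158, 0.240 and 0.165). Between the Cy5 channels of arrays 1 to 3, all *WT*, the shift of an array from another correlated with the log ratio of the third at 0.257, -0.0465 and -0.320, which is of like size, so the test decides nothing. A difference in the RNA or the labelling of the *WT* channels of arrays 1 to 3 could place them apart from all other channels, as the 81.5% over the largest falls would have it. *Mut* RNA in both channels of the *WT* vs *WT* array could do the same. Over the called lower probes its Cy3 channel lay at 54.8%, short of the *Mut* channels at 119%, 109% and 69.9%, but the range of these is wider than its distance from the nearest of them. A difference of genotype remains open too, as the 83 lower probes in the same dye would have it. No label was changed and no array left out on these grounds.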

How the results depend on the processing

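All alternatives were set before the data were examined, except 3 that combine the deposited log ratios with another test, P or dye term, which were chosen after seeing the data. The splits of the arrays were also planned. Where a result changed, the cause was not tested.

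Of 827 called probes, 72.4% were lower. With the deposited log ratios, and with the same values from the table of the series, 2705 were called, of which 45.0% were lower, and 188 of the 228 higher and 180 of the 599 lower calls were shared. With the offset at 0 limma called 0 probes (1348 higher and 2178 lower at the unadjusted P), and with median centring 0 (12 higher and 6011 lower at the unadjusted P). With the dye term 323 were called, 54.8% of them lower, of which 100 higher and 140 lower calls were shared. The methods' *t*-test after adjustment called 0 on ratios (693 at the unadjusted P) and 283 on channels (801 at the unadjusted P). Without a fold minimum 12189 were called and with a minimum of 2-fold 116. The deposited P-value gave 6226, 5783 and 5450 on arrays 1, 2 and 3 alone and 2388 in the same direction on all 3. With the deposited log ratios the methods' *t*-test at the unadjusted P called 5778, limma at the unadjusted P 7543, and the dye term 509. Leaving out each replicate in turn gave 606 to 1206 calls, with 606 (390 lower) without replicate 1 and 1206 (916 lower) without replicate 3. Outlier spots kept (826), the filter on dim probes (826) and limma at the unadjusted P (831) stayed within 1.5 times the count.

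Without the replicate block, with channels unpaired, 824 probes were called, 226 of the higher and 598 of the lower calls shared. It changed no call of a named gene. Turning the sign of 1 array at a time gave 0 calls in each of the other 3 splits (limma), so that 1 of 4 splits reached the count. With 4 splits chance cannot be excluded at 0.05.

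The number of named genes of the paper that were called was 12, and 19 with the deposited log ratios and the table of the series, 0 with the offset at 0 and 0 with median centring (limma). Leaving out a replicate gave 11 to 15. *Atp6ap2* turned from -0.17 to 0.017 with the dye term.

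The direction of several named genes turned, on the log2 scale. With the deposited log ratios and the table of the series *Cmtm4* was at -0.054. With the dye term *Cmtm4* was at -0.023, *Kirrel3* at 0.33, *Il5* at -0.34, *Chst9* at -0.051, *Bcl2* at -0.018, *Lef1* at 0.079, *Mdm2* at -0.014, *Pax2* at 0.035, *Fgf9* at -0.027, *Atp1b2* at -0.027, *Atp13a2* at 0.075, *Bmp6* at 0.0017, *Bmpr1a* at 0.019, *Cyp1a2* at -0.068, *Il2* at -0.076, *Jag2* at 0.0065, *Map3k1* at -0.017 and *Sox17* at -0.062. With median centring *Tmem74* was at 0.13, *Kirrel3* at 0.022, *Pclo* at -0.22, *Slc1a3* at -0.46, *Has2* at -0.49, *Ednra* at -0.39, *Bcl2* at -0.39, *Enc1* at -0.46, *Notch1* at -0.017, *Mdm2* at -0.39, *Gdnf* at -0.22, *Eya1* at -0.34, *Pax2* at 0.015, *Fgf20* at -0.40, *Cited2* at -0.38, *Hsp90b1* at -0.49, *Jag2* at 0.036, *Map3k1* at -0.35, *Smad5* at -0.54, *Spry1* at -0.056 and *Tcf21* at -0.025. Leaving out each replicate in turn, *Ebf1* ranged from -0.0050 (without replicate 1) to 0.036 and *Lef1* from -0.043 to 0.011 (without replicate 1). With the median over probes *Cmtm4* was at -0.084, *Ednra* at -0.038, *Bcl2* at -0.013, *Mdm2* at -0.15, *Vapb* at 0.15, *Fgfr2* at 0.028, *Hsp90b1* at -0.19, *Smad5* at -0.15 and *Sox17* at -0.067. Of 85 named genes and probes, 69 kept their direction and call with the deposited log ratios, 59 with the dye term, 64 with the offset at 0, 43 with median centring, and 82, 83 and 82 without replicates 1, 2 and 3.

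The mean correlation of log ratios between arrays 1 to 3 was 0.770, and 0.691 with the deposited log ratios, 0.496 with median centring and 0.853 with dim probes left out. The count over 1.5-fold on the *WT* vs *WT* array was 39, and 8691, 3390 and 23 under the same alternatives. The correlation of its log ratios with the mean of the *Mut* vs *WT* arrays was 0.462, and 0.599, 0.853 and 0.520. Signal over background limits these values, since 17880 of 41166 probes were well above background in every channel.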

Differences from the paper's values

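The paper's count of differentially expressed genes is 4255 (10.2%), and 827 probes (2.01%) were called here. Of the alternatives set before the data were examined, the deposited P-value on array 1 (6226), array 2 (5783) and array 3 (5450) came within 1.5 times the paper's count, and the others did not. The paper's count of upregulated genes is 2129 (5.1%), against 228 (0.554%) here. The deposited log ratios (1489), the table of the series (1489) and the deposited P-value on arrays 1, 2 and 3 (2514, 2289 and 2383) came within that range, and the other preset alternatives did not. The paper's count of downregulated genes is 2126 (5.1%), against 599 (1.46%) here. The deposited P-value on array 3 (3067) and on all 3 arrays (1449) came within that range, and the other preset alternatives did not. The methods' *t*-test on the deposited log ratios at the unadjusted P, chosen after seeing the values, came within it for all 3 counts (5778, 2881 and 2897).

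Several of the paper's fold changes are near those of the deposited log ratios and others are not, and the values there are given as well. In Table 1 the paper's fold change of *Cmtm4* is -12.2, against 1.02 here and -1.04 on the deposited scale, and no preset alternative came near. For *Aph1a* the paper gives -11.4, against -1.48 here. No preset alternative came near at that probe, while its other probe, with the *Mut* channel not well above background on any array, was at -11.6 on the deposited scale. For *Atg4b* the paper gives -9.68753, against -1.18 here. No preset alternative came near at that probe, while its other probe, dim in *Mut* in the same way, was at -9.78 on the deposited scale.

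In Table 2 the paper's fold change of *Hbb-y* is 5.5, against 1.41 here, and only the deposited log ratios and the table of the series (5.47) came near. The paper also gives *Ebf1* (6.2), *Tmem74* (6.2), *Cma1* (5.5) and *Kirrel3* (5.4) as upregulated. For *Tmem74* and *Cma1* neither channel, and for *Ebf1* and *Kirrel3* not the *Mut* channel, was well above background on any array at the probe with the highest mean signal, so no fold change is given and they cannot be compared. The other probe of *Cma1*, with the *Mut* channel above background on 1 array, was at 5.46 on the deposited scale.

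In Table 5 the paper's fold changes are all negative and the values here all positive. The paper's value for *Adcy8* is -2.08, against 1.26 here and 2.06 on the deposited scale. For *Trim16* the paper gives -1.86, against 1.49 here and 1.84 on the deposited scale, and for *Chst9* -1.74, against 1.11 here and 1.73 on the deposited scale. The paper's values for *Pclo* (-3.2) and *Slc1a3* (-2.08) stand against 1.24 and 1.06 here and 1.33 and 1.14 on the deposited scale. No preset alternative came near for these 5 genes. In size alone, with the sign turned, the deposited values of *Adcy8*, *Trim16* and *Chst9* are near the paper's, and those of *Pclo* and *Slc1a3* are not. Median centring came near for *Has2* (the paper's value is -1.95, against 1.08 here and -1.40 with median centring), *Ednra* (the paper's is -1.77, against 1.16 and -1.31), *Bcl2* (the paper's is -1.66, against 1.16 and -1.31) and *Enc1* (the paper's is -1.58, against 1.15 and -1.38), and the other preset alternatives did not. None of these falls passed the adjusted P, which lay between 0.244 and 0.362 (limma). With median centring 3390 probes of the *WT* vs *WT* array also passed 1.5-fold. Its log ratios then correlated at 0.853 with the mean of the *Mut* vs *WT* arrays, so these falls cannot be told from a dye effect. The other probe of *Enc1* was at 1.56 on the deposited scale, near the paper's value with the sign turned. Inverting the ratio would close the gap for *Adcy8*, *Trim16*, *Chst9* and this probe of *Enc1*, and not for *Pclo*, *Slc1a3* and *Has2*. It was looked at only after seeing the values, and its reason was not tested. For *Mdm2* the paper's fold change is about -2.3 in Fig. 2D, read by eye, against 1.06 here. No preset alternative came near, while its other probe was at -2.33 on the deposited scale.

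The paper names *β*-catenin, *Notch1*, *Lef1*, *Lhx1*, *Jag1*, *Fgf8* and p53 as downregulated. On the arrays 5 of these 7 genes were higher in *Mut* here, *Lhx1* (0.69) and *Trp53* (0.80) past both thresholds. The paper also reports lower mRNA of all 7 by RT-PCR in sorted cells, and for *β*-catenin less staining of its active form and less reporter activity. None of that evidence was analysed here. *Ctnnb1* was lower, and its other probe passed both thresholds as lower. Of the genes Table 4 lists as downregulated 21 of 29 were higher, and of those it lists as upregulated 7 of 11 were lower. *Hes5*, which the paper names as downregulated, was at 0.45. *Mdm2*, which it names as increased, was at 0.09 and at -0.38 on its other probe. Table 4 lists *Axin1* as upregulated and *Ccnd1* as downregulated, and they were at -0.76 and 0.68. Fig. 2D draws p53 and cyclin D1 as upregulated and axin and Mdm2 as downregulated. On the deposited scale *Trp53* had a fold change of 2.22, *Ccnd1* of 1.71 and *Axin1* of -2.44.

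With the deposited log ratios *Ahdc1* and *Il5*, which the paper lists as upregulated, and *Ncam1*, which Table 4 lists as downregulated, passed both thresholds in that direction, and without replicate 2 *Hbb-y* did. *Aph1a*, which it lists as downregulated, passed without replicate 3. None of them passed in the main setting of limma. Other genes passed against the paper's direction with the deposited log ratios. Of the genes Table 4 lists as downregulated, 6 passed as higher, with *Cyp1a2*, *Lta*, *Jag1* and *Tcf21* among them. *Cyp1a2* and *Lta* were not well above background in either channel on any array, so their passing is uninformative. Of those it lists as upregulated 1, *Bmp6*, passed as lower. Its *Mut* channel was not well above background on any array. Its deposited log2 ratio was -2.33 on arrays 1 to 3 and -2.18 on the *WT* vs *WT* array, where genotype does not differ. *Hes5*, *Trim16* and *Chst9* also passed as higher.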

Other observations

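The share of called probes with the same sign on the *WT* vs *WT* array and the genes of the sex chromosomes were tests chosen after the result was seen. A dye bias of single genes may account for part of the called probes. On the *WT* vs *WT* array, where genotype does not differ, 736 of 827 called probes (89.0%) had a log2 Cy3/Cy5 of the same sign as their *Mut*/*WT* ratio, against 67.1% of all probes. Their median was -0.13 there and -0.65 on arrays 1 to 3. As the whole cause it is argued against, since 240 of the 827 probes were called in the same direction with the dye term. The same array also holds the shift of its *WT* channels, so the dye term carries both.

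The largest rises among the called probes were a probe without a symbol in the table, A_52_P527944 (1.33 on the log2 scale, and 1.06 on the *WT* vs *WT* array), another such probe, A_52_P412796 (1.26), and *Hbb-bt* at a pair of probes (1.26 and 1.23). With the dye term A_52_P527944 was at 0.27 and no longer called. The largest falls included *Arl6ip5* (-2.49), *Vapb* (-2.42), *Tmem242* (-2.23) and *Kifc5b* (-2.12). The other probes of *Vapb* were at 0.42 and 0.15. On the *WT* vs *WT* array the log2 level of *WT* pool 1 relative to the *WT* mean of arrays 1 to 3 was -2.05 for *Arl6ip5* and -3.02 for *Vapb*.

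Red blood cells in the sort are a candidate source of the rise of *Hbb-y*, which the study picked from these arrays and which is also in the erythroid list. *Hba-a1*, an abundant erythroid gene, rose by 1.17 on the log2 scale, higher on 3 of 3 arrays and past both thresholds. In all, 6 of 7 matched erythroid genes were higher (camera adjusted P = 0.00455, fry adjusted P = 0.0369). With median centring 7 of 7 were higher and with the dye term 5 of 7. On the *WT* vs *WT* array *Hba-a1* in *WT* pool 1 was at 11.78, near the *Mut* mean of 11.59 and above the *WT* mean of 10.43. The same pool in the same dye was at 10.34 on array 1. If the labels hold, a different share of such cells between pools does not account for that gap. The *WT* channels of arrays 1 to 3 may stand apart.

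Mast cells in the sort are a candidate source of *Cma1*, which the study picked from these arrays. The other mast cell genes had a median log2 *Mut*/*WT* of 0.057, and only *Kit* among them was well above background, so this cannot be told apart from no change. Over the list 4 genes were higher and 2 lower, and with median centring 6 were higher (camera adjusted P = 0.390, fry adjusted P = 0.0496).

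The markers of differentiating nephrons, of which the paper names *Lhx1*, *Jag1*, *Fgf8*, *Hes5* and *Ccnd1*, were higher in *Mut* in 9 of 9 cases (camera adjusted P = 1.52e-05, fry adjusted P = 0.0369), in 7 with median centring, in 7 without replicate 3 and in 8 with the dye term. The signal of *WT* pool 1 on the *WT* vs *WT* array was nearer to the *Mut* than to the *WT* mean for 8 of these 9 genes, and 0 of them differed by more than 1.5-fold between the mean of the *Mut* pools and *WT* pool 2 in the same dye. Stromal markers were higher in 7 of 9 cases, 4 of them past both thresholds (camera adjusted P = 0.00139, fry adjusted P = 0.0442), with *Col1a1* at 0.89 and at 0.43 on the *WT* vs *WT* array. With median centring 5 were higher, and with the dye term 8, of which 0 were called by limma. Nephron progenitor markers were lower in 7 of 10 cases (camera adjusted P = 0.216, fry adjusted P = 0.0369), in 9 with median centring and in 6 with the dye term. Endothelial markers were lower in 7 of 7 cases (camera adjusted P = 0.219, fry adjusted P = 0.0496) but higher in 5 with median centring, and macrophage markers in 4 of 4 (camera adjusted P = 0.151, fry adjusted P = 0.0496), in 3 with median centring and in 3 with the dye term. Ureteric bud markers were higher in 4 cases and lower in 6 (camera adjusted P = 0.761, fry adjusted P = 0.0619). The differentiating nephron, stromal and erythroid lists passed 0.05 under camera and under fry. The nephron progenitor, endothelial, macrophage and mast cell lists passed under fry alone. Since fry tests against 0, which a dye bias can also shift, passing it does not set a list apart.

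*Xist* was lower in *Mut* (-0.75, adjusted P = 1.56e-05, limma), with -0.30 on the *WT* vs *WT* array. It stayed lower with the dye term and with median centring but was called with neither. Of the matched Y-linked genes 3 of 4 were higher, with *Ddx3y* at 0.44, *Kdm5d* at 0.47 and *Uty* at 0.07 (camera adjusted P = 0.215, fry adjusted P = 0.0614). *Eif2s3y* went the other way, at -0.22. On the *WT* vs *WT* array *Eif2s3y* was at -0.30, *Ddx3y* at -0.20, *Uty* at -0.10 and *Kdm5d* at 0.10. The sign of *Ddx3y* there is against a dye bias as the cause of its rise. That ratio also holds any difference between both *WT* pools, so dye bias is not excluded. The signal of *Ddx3y* in *WT* pool 1 on that array lay 0.44 above the *WT* mean of arrays 1 to 3, at the level of *Mut*. With the dye term 4 of 4 were higher, 1 of them called, and with median centring 2 were higher and 2 lower. A different share of male embryos in the pools cannot be told from these values.

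*Gdnf*, whose expression the paper measured by in situ hybridization on kidney sections, had a log2 *Mut*/*WT* of 0.06 in the sorted cells (adjusted P = 0.482, limma), no difference beyond its error.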
